# Transcriptional Response in Human Jurkat T Lymphocytes to a near Physiological Hypergravity Environment and to One Common in Routine Cell Culture Protocols

**DOI:** 10.3390/ijms24021351

**Published:** 2023-01-10

**Authors:** Christian Vahlensieck, Cora Sandra Thiel, Meret Mosimann, Timothy Bradley, Fabienne Caldana, Jennifer Polzer, Beatrice Astrid Lauber, Oliver Ullrich

**Keywords:** hypergravity, transcriptomics, mechanotransduction, lymphocytes, centrifugation

## Abstract

Cellular effects of hypergravity have been described in many studies. We investigated the transcriptional dynamics in Jurkat T cells between 20 s and 60 min of 9 g hypergravity and characterized a highly dynamic biphasic time course of gene expression response with a transition point between rapid adaptation and long-term response at approximately 7 min. Upregulated genes were shifted towards the center of the nuclei, whereby downregulated genes were shifted towards the periphery. Upregulated gene expression was mostly located on chromosomes 16–22. Protein-coding transcripts formed the majority with more than 90% of all differentially expressed genes and followed a continuous trend of downregulation, whereas retained introns demonstrated a biphasic time-course. The gene expression pattern of hypergravity response was not comparable with other stress factors such as oxidative stress, heat shock or inflammation. Furthermore, we tested a routine centrifugation protocol that is widely used to harvest cells for subsequent RNA analysis and detected a huge impact on the transcriptome compared to non-centrifuged samples, which did not return to baseline within 15 min. Thus, we recommend carefully studying the response of any cell types used for any experiments regarding the hypergravity time and levels applied during cell culture procedures and analysis.

## 1. Introduction

The gravity of Earth (g) as the acceleration force resulting from the mass of Earth and directed to the center of Earth’s mass with an approximate value of 9.81 m/s^2^ near Earth’s surface, is one of the fundamental conditions and determinants for all life on Earth.

Nevertheless, based on the constant gravitational acceleration on Earth, human cells and tissues are subjected to additional acceleration forces, on the one hand physiologically as in circulating cells in the pulsatile blood stream, or through the development and use of advanced technology as in aircrafts and spaceflight. Fighter pilots are exposed to temporary high hypergravity levels, with accelerations up to about 6 Gz during training and deployment, with peaks up to 9 Gz in high performance aircrafts [1]. Trained centrifuge participants have tolerated 3 Gx for 30 min [2], 8 Gx for 3 min [3], 12 Gx for 30 s, and 15 Gx for 10 s [4,5]. While accelerations on a suborbital spaceflight with Blue Origin’s New Shepard reached up to 30 s above 3 Gx and briefly up to 6 Gx on re-entry [6], the crew of the Space X Crew Dragon is exposed to up to 4.5 Gx for several minutes during second stage burn. Additionally, the use of hypergravity by human centrifugation is routine not only in research, testing and training of fighter pilots and astronauts, but also as a possible countermeasure to treat deconditioning after space flight. Interestingly, hypergravity protocols with therapeutic intent are also being used sporadically to treat various ground-based pathologies, such as peripheral obstructive arteriopathies, coronary artery disease, lymphedema and the Raynaud phenomenon [7]. Thus, exposure to a hypergravity environment occurs in many fields of human activity.

Even under physiological conditions on Earth, cells of the human body are regularly exposed to hypergravity. As an example, cells of the lymphatic system are characterized by enormous dynamics during circulation and recirculation between lymphoid tissues via the blood stream as a function of the adaptive immune system [8]. Lymphocytes circulating in the bloodstream receive pulsatile accelerations of about 5.5 m/s^2^ [9,10] up to 15 m/s^2^ [11]. With a transit time in the circulating blood stream of about 30 min [12,13], lymphocytes are thus subjected to recurrent accelerations over an extended period of time.

First experiments with isolated lymphocytes in altered gravity revealed not only the landmark discovery of strong cellular effects of microgravity [14], but also of hypergravity [15], including enhanced lymphocyte activation [16] and activation of metabolic pathways involved in cytokine secretion and increased expression of immunoregulatory molecule receptors [15]. Effects of hypergravity exposure have been described in many studies in vitro as well as in vivo [17], including in neutrophil granulocytes [18], melanocytes [19], fibroblasts [20], osteoblasts [21,22], chondrocytes [23], myoblasts [24,25], cardiomyocytes [26] and mesenchymal stem cells [27]. Most of these studies were performed in prolonged hypergravity exposure of at least hours and in hypergravity ranges mostly below 10 g [17]. Following the discovery of rapid cellular responses to hypergravity [28] and microgravity [29], we investigated the possibility of rapid transcriptome changes and discovered rapid changes after as little as 20 s of hypergravity or microgravity in human Jurkat T cells [30] and human myelomonocytic U937 cells [31] with subsequent adaptive responses in the minute range. The highly dynamic transcriptional response with rapid onset and rapid adaptation afterwards does not exclude, but rather suggests, that the relative difference and/or the speed of gravitational force alteration could be an important trigger for the cellular response (“reduced gravity paradigm” hypothesis according to van Loon) [32].

Follow-up studies demonstrated that a large fraction of transcripts altered in the acceleration phase of a suborbital ballistic rocket experiment could be re-detected by experiments with an experimental centrifuge on ground at 9 g [33]. Interestingly, and as a side result of these studies, we detected large differences in the transcriptome of cultivated Jurkat T cells before (cell culture controls) and after cell transfer into the experiment tubes (1 g controls) and found 2125 significantly upregulated and 496 significantly downregulated transcript clusters, solely due to the handling of the cells during experiment preparation [33].

This incidental observation led us to think more closely about potential effects of centrifugation methods commonly used in everyday laboratory work. This is because the majority of laboratory methods for harvesting and processing cells rely on centrifugation methods that commonly expose cells to a hypergravity environment of the order of 150 g to 300 g for 5 min [34,35]. After hypergravity exposure, living cells are subsequently cultured, used in experiments, or lysed or fixed for analysis. Considering the fact that hypergravity in the range of 1.8 g [30,31] or 9 g [33,36] caused fundamental structural [37], functional [38], and transcriptomic changes [30,31,33,36,39], the question immediately arises to what extent hypergravity-based laboratory methods influence the experiment or analysis results. Based on the high level of evidence that hypergravity has not only significant but also quantitatively meaningful effects on cells [17], it would potentially be useful to detect and quantify the effects of hypergravity-based laboratory methods using adequate control assays and/or internal controls. For this reason, our study also examined whole-genome gene expression in Jurkat T cells after various time points following application of a routine centrifugation protocol as widely used to harvest cells for subsequent RNA analysis.

In a previous RNA-Seq experiment with human Jurkat T cells, we already obtained gene expression data after two time points of 3 min and 15 min incubation in 9 g hypergravity [40]. The aim of this study was to capture transcriptional dynamics at much higher temporal resolution, to perform 3D gene distribution analysis, chromosomal distribution analysis, and transcript distribution analysis, and to make comparisons with results obtained on other platforms. In addition, we used rRNA-depletion libraries to be able to properly cover transcripts that did not finish transcription and therefore lack a poly-A-tail.

## 2. Results

The aim of this study was to assess the short-term effects of hypergravity on the transcriptome of human Jurkat T cells with a high temporal resolution. In a previous study, we already investigated the effects of hypergravity after 3 min and 15 min of centrifugation (Experiment Set 1). 

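The 9 g experiment comprised RNA-Seq libraries of Jurkat T cells, a human T lymphocyte line, in 10 sample groups of 6 libraries each, prepared with depletion of ribosomal RNA. Cells were exposed to 9 g for 20 s (hypg20s), 75 s (hypg75s), 3 min (hypg3), 5 min (hypg5), 7 min (hypg7), 9 min (hypg9), 15 min (hypg15) or 60 min (hypg60), and controls stayed at 1 g for 15 min (Ctrl) or 60 min (Ctrl60). The authors deposited the number of read pairs that featureCounts assigned to each gene, without normalization. These counts describe the regular transcriptome, and the spliced and unspliced transcriptomes are not analysed here. Total counts per library lay between 17205655 and 41893490, with a median of 31683441. The group median was 34354575.5 in Ctrl and lowest in hypg15, at 24449190.5. The 7 groups up to 15 min were compared with Ctrl, and hypg60 with Ctrl60, by edgeR's quasi-likelihood test on TMM-normalized counts, with only the 2 groups of a comparison in the model. A gene was tested when it passed edgeR's filter on low counts at a minimum of 10, and it was called differentially expressed at a Benjamini-Hochberg adjusted p-value under 0.05 without a fold change cutoff. Libraries of hypg3 and hypg15 carry the numbers 69 to 80 and those of the other 9 g groups the numbers 1 to 48, after which the numbers of the 300 g experiment follow. No group has libraries in both number ranges, so a difference between these ranges cannot be told apart from the time points hypg3 and hypg15. The library names of Ctrl60 in the deposited table read Ctrl plus HEPES, while the sample titles and the paper give a control of 60 min, and no other library name mentions HEPES. A difference in HEPES between hypg60 and Ctrl60 can therefore not be ruled out.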

We now wanted to analyze the short term effects in more detail and therefore tested eight centrifugation times in the range of 20 s up to 60 min (Experiment Set 2) (Figure 1a). All sample groups between 20 s up to 15 min of centrifugation were compared to control samples incubated for 15 min without centrifugation. For the samples that were centrifuged for 60 min, a separate control group was incubated for 60 min.

The shortest hypergravity exposure, hypg20s (20 s), was chosen based on the duration of the hypergravity phase on previously performed parabolic flights (compare [30,41]).The hypg75s (75 s) group represented the acceleration phase of previous ballistic rocket studies [30,41]. We also repeated two time points (hypg3 (3 min) and hypg15 (15 min)) from one of our previous studies named here Experiment Set 1, [40]. There, we could show an inversion point of differential gene expression at or after 5 min of hypergravity, which we described as transcriptional rebound effect [40]. Based on these results, we added the time points hypg5 (5 min), hypg7 (7 min), and hypg9 (9 min), to cover a potential inversion point. In contrast to the study represented by Experiment Set 1, where used poly-A libraries for RNA-Seq, we used rRNA-depletion libraries in this study (Experiment Set 2) to be able to also properly cover unfinished transcripts lacking a poly-A-tail.

For a first impression of the expression differences between the sample groups, we performed a principal component analysis (Figure 1b). We made a svaseq batch effect correction to compensate for sequencing artifacts. 

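Principal components were computed from log2 DESeq2-normalized counts of 17830 genes in the 60 libraries after removal of 3 surrogate variables. The first component (PC1) held 26.8% of the variance and the second component (PC2) 5.1%. The group mean on PC1 was −29.03 ± 5.96 (SD, n = 6) in Ctrl, −28.8 ± 9.02 in Ctrl60, −18 ± 9.38 in hypg20s, 9.76 ± 8.27 in hypg9, 31.9 ± 14.4 in hypg60 and 32.7 ± 13.4 in hypg15. From low to high, the other groups followed hypg20s in the order hypg5, hypg75s, hypg7 and hypg3, each less than 1 SD from the next. Across 9 group means, with Ctrl set to 0 min and Ctrl60 left out, Spearman's rho between PC1 and the time at 9 g was 0.90 (two-sided exact permutation test, p = 0.002, adjusted p = 0.004 over both components). Pearson's r was 0.71 (exact permutation test, p = 0.004, adjusted p = 0.009), and 0.78 (p = 0.04) over the 7 groups left without the 2 farthest from the median time. For PC2, rho was 0.37 (exact permutation test, p = 0.3, adjusted p = 0.3). Its Pearson's r was 0.7 (exact permutation test, p = 0.05, adjusted p = 0.05), and 0.6 (p = 0.2) over the same 7 groups. Without removal of surrogate variables, the alternative that moved this result most, PC1 held 76.2% of the variance and its rho with time was 0.4 (exact permutation test, p = 0.3). On that component hypg15 had a mean of 102.6 ± 256 (SD, n = 6), with library 75 at 624.837, and all other groups had means below 0. Without library 75, chosen after seeing the data, and without removal of surrogate variables, PC1 held 21.4% of the variance with rho 0.38 (exact permutation test, p = 0.3), and PC2 held 13.12% with rho 0.92 (p = 0.001, adjusted p = 0.003). Without library 75 and with surrogate variables removed, rho of PC1 with time was 0.98 (exact permutation test, p = 5e-05, adjusted p = 0.0001).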

Interestingly, the principal component analysis showed a clear clustering of the individual sample groups with a temporal sequence associated with the duration of centrifugation indicated by a grey bar in Figure 1b.

We further analyzed the RNA-Seq data sets on a general level (i.e., all transcript types together, called “the regular transcriptome level”), as well as separately on the spliced and unspliced transcriptome level, as previously described by our group [40].

Our current model of how Jurkat T cells could respond to altered gravity included direct mechano-genetical coupling of gravitational forces acting on the cellular membrane to the nucleus, where genes are differentially expressed, depending on their nuclear location, due to conformational changes [39]. We wanted to assess if the differential expression pattern analyzed in this study supports our hypothesis. We therefore utilized a Hi-C data set from an experiment performed on the 4th Swiss Parabolic Flight Campaign (4SPFC) [39] and created a set of 3D models exploiting the Chrom3D pipeline [42] (Figure 2a). In detail, identified topology associated domains (TADs) were probed for significant interaction and then labelled as neighboring. Additionally, an external reference data set (GSE94971) [43] which contained lamina associated domains (LADs) of Jurkat T cells was used to label TADs as lamina associated. The nuclear radius was set at 5 µm in accordance with microscopy results [44]. The resulting table was then processed by Chrom3D, which generated a set of 5000 structural 3D models that all fulfilled the arrangement conditions derived from the table. The generated models could be validated successfully (Supplementary Figure S1).

Next, all genes were mapped to their corresponding beads in each model, either representing a TAD or the region between two TADs (Figure 2b). For significantly upregulated or downregulated genes, the radial distance to the center of the nucleus was calculated. First, the expected distribution under the null hypothesis was determined, which represented randomly drawing genes as differentially expressed from all genes. For this case, the average of the radial distribution was the same for upregulated (xexp) and downregulated (yexp) genes. In a next step, the actual distribution based on the real distribution of differentially up- or downregulated genes was calculated (Figure 2c), exemplary shown for one of the 5000 models. Here, genes that were upregulated tended to localize closer to the nuclear center than expected, and downregulated genes closer to the periphery than expected. In the analysis, this was consecutively calculated for all 5000 models, compared, and averaged.

Next, this method was applied to the Experiment Set 2 data and the actual and the expected distribution were compared (Figure 3). In Figure 3a, the results are displayed in detail exemplary for the time point hypg3. The expected average distance of up- and downregulated genes was located at 2.19 µm with respect to the center of the nucleus. The maxima of the two expectation curves did not co-localize since more genes were downregulated than upregulated at hypg3. The actual distribution of upregulated genes was shifted towards the center, at 1.81 µm distance, therefore having a difference of −0.38 µm. Downregulation was shifted to the periphery, at 2.59 µm on average and therefore shifted by +0.40 µm.

These calculations were performed for all eight time points for the regular, the spliced, and the unspliced transcriptome (Figure 3b). Downregulated genes showed a strong shift in radial average over time. After 20 s of hypergravity, the average distance with respect to the center of the nucleus was shifted to the periphery (2.75 µm). Then, the average distance was constantly decreased until 7 min of hypergravity exposure (hypg7) where it reached with 2.24 µm almost the expected calculated distance (2.19 µm). The average of the distance was thereafter significantly shifted again towards the periphery (hypg9, hypg15 and hypg60).

The spliced and unspliced tracks showed a similar behavior; however, the unspliced transcriptome showed after 20 s hypergravity exposure of almost the predicted value. The spliced transcriptome average for the downregulated transcripts was even further shifted towards the center of the nucleus than the curve representing the regular transcriptome (blue curves in Figure 3b). The upregulated genes also followed a temporal course but with a less pronounced magnitude (Figure 3b, red curves). Initially, genes were shifted inwards at 1.86 µm after 20 s of hypergravity. At hypg75s and hypg3, a maximum of 1.81µm was reached, then the average radial distance shifted more towards the predicted value. hypg7 and hypg9 showed minima values at 1.88 µm, then at hypg15 values were at 1.81 µm, while for hypg60 they moved back to 1.88 µm. The spliced and unspliced tracks developed in a similar fashion.

Downregulated genes appeared to dislocate towards the nuclear periphery with an intermediate return to baseline after 7 min of hypergravity exposure while upregulated genes were located more towards the center of the nucleus (Figure 3b).

To have a better understanding of the observed behavior of 3D distribution, the continuity of differential gene expression was probed by a Sankey diagram analysis (Figure 4a–c). For all comparisons, the number of significantly upregulated, downregulated, and not differentially expressed genes was determined (defined as FDR-adjusted *p* value < 0.05, no fold change cutoff). The behavior of genes from one group (e.g., upregulated) at the next comparison was indicated by connecting bands that showed how many genes were still upregulated, how many downregulated and how many were not differentially expressed any more. For the regular transcriptome (Figure 4a), the number of genes that were differentially expressed increased from hypg20s over hypg75s up to hypg3 with a peak of 2648 upregulated and 3332 downregulated genes. 

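At hypg20s, 1074 of the 16137 genes tested were upregulated and 1384 were downregulated, a total of 2458. The total rose to 5086 of 16261 at hypg75s, with 2738 upregulated and 2348 downregulated genes, and to 6685 of 16194 at hypg3, with 2740 upregulated and 3945 downregulated genes. Each total comes from a single comparison of 6 against 6 libraries and has no replicate error of its own. Among the alternatives, a model of all 60 libraries moved the numbers at hypg20s most, to 510 upregulated and 168 downregulated genes. After a correction for the GC content of the genes, the totals were 1767, 4041 and 4202 from hypg20s to hypg3. Before that correction the log2 fold change rose with GC content across genes, which are not independent replicates, with Spearman's rho of 0.592, 0.561 and 0.675. The comparison of Ctrl60 with Ctrl gave 1 upregulated and 1 downregulated gene of 16109, and 578 genes had an unadjusted p-value under 0.05 there.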

Then, it massively dropped at hypg5 and hypg7, only slightly increased at hypg9 and then affected most genes at hypg15 and partly still at hypg60. 

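The number of upregulated and downregulated genes was 705 and 276 at hypg5, 1091 and 1017 at hypg7, and 1849 and 1366 at hypg9. At hypg15 it was 2694 and 2412 of 15736 genes tested, and at hypg60 it was 2791 and 2125 of 16318. The total at hypg9, 3215, was above that at hypg20s. The totals after the GC correction were 2037 at hypg5, 3349 at hypg7, 4595 at hypg9, 2415 at hypg15 and 6498 at hypg60, so that hypg9 and hypg60 then lay above hypg3. The numbers at hypg15 are limited by library 75, 1 of its 6 libraries, which had 0 counts on chromosomes 4 to 9, X, Y and the mitochondrial genome. The other 5 libraries had between 6463932 and 7811507 counts there. On chromosome 3 its last gene with a count was RN7SL4P (ENSG00000263740, GRCh38 15738515 to 15738809), and beyond it lay 746 genes with a mean of at least 10 counts in the other 5 libraries. Leaving out library 75, an alternative chosen after seeing the data, gave 4040 upregulated and 4437 downregulated genes of 15875 at hypg15, a total of 8477. These were 3009 and 2906 with the GC correction in addition.

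**Figure D1:**
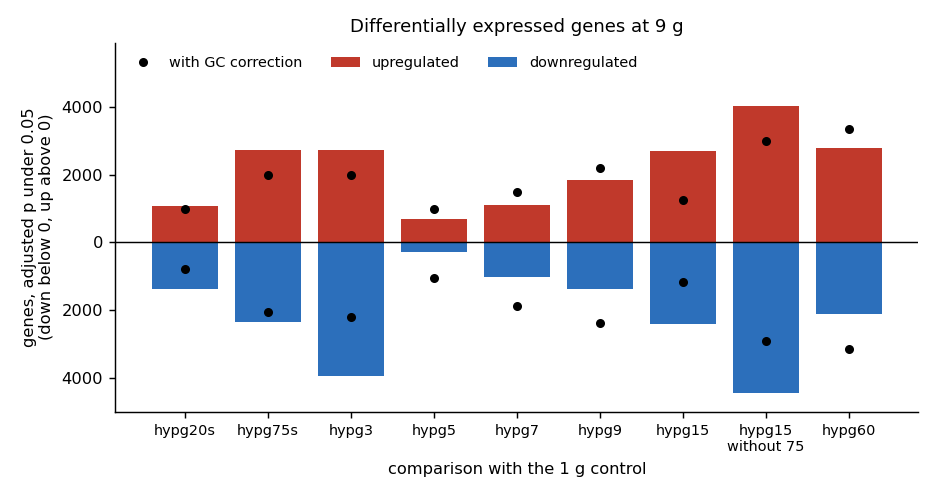
Number of upregulated (bars above 0) and downregulated (bars below 0) genes in each comparison of a 9 g group with its 1 g control, with black points for the numbers after the GC correction. The bars are longest for hypg15 without library 75 (4040 and 4437), and the points are farthest from 0 at hypg60 (3339 and 3159).

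**Figure D2:**
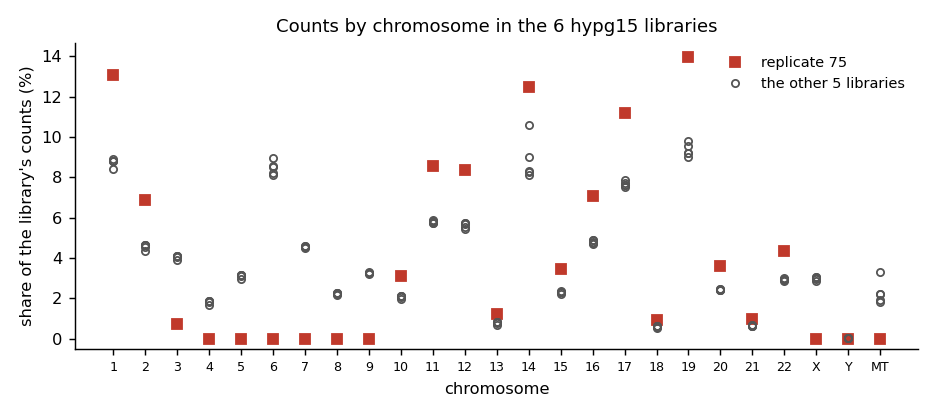
Percent of each hypg15 library's counts on each chromosome, with library 75 as filled squares and the other 5 libraries as open circles. Library 75 sits at 0% from chromosome 4 to 9 and on X, Y and MT, at 0.746% on chromosome 3, and at 13.1% on chromosome 1, where the others sit between 8.41% and 8.91%.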

Genes had a tendency towards downregulation at the spliced transcriptome level (Figure 4b) and towards upregulation at the unspliced transcriptome level (Figure 4c). The behavior of a decreased effect strength between 5 and 7 min was also present on these two levels; however, hypg9 seemed to be already fully recovered on the unspliced level, since the number of DEGs was larger than at hypg3. The coherence of the gene expression response was tested by calculating the ratio of genes regulated in the same direction between two conditions compared to the size of the smaller of the two groups compared. This was done based on hypg20s (purple) and on hypg60 (green). 

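Coherence was computed as the share of the smaller set of upregulated genes that was also upregulated in the larger set, over the genes tested in both comparisons. Between hypg20s and hypg7, 355 of 1068 genes were shared, which is 33.2% (95% Wilson interval 30.5% to 36.1%). Between hypg20s and hypg9 it was 413 of 1074 genes or 38.5% (35.6% to 41.4%). These intervals overlap, and they cover the counting only, since genes are not independent replicates. The share with hypg20s was 92.3% (90.5% to 93.7%) for hypg75s, 74.3% (71.6% to 76.8%) for hypg3, 46.8% (43.2% to 50.6%) for hypg5, 39.5% (36.6% to 42.5%) for hypg15 and 46.2% (43.3% to 49.2%) for hypg60. The interval of hypg9 thus overlaps that of hypg15. Normalization by total counts only moved the shares of hypg7 and hypg9 most, to 52.6% and 56.0%.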

Coherence of upregulated genes towards hypg20s was especially low for hypg7 and hypg9, where values for the regular track fell down to 34.3% and even to 15.3% for the spliced track (however, spliced upregulated genes were generally rare). They did not fully recover for hypg60. 

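Of the genes upregulated at hypg7, 79.4% (76.9% to 81.7%) were also upregulated at hypg60, and of those at hypg9 75.0% (73.0% to 77.0%). The share with hypg60 was 82.6% (79.6% to 85.2%) for hypg5, so its interval overlapped that of hypg7 and lay above that of hypg9. It was lower for hypg75s, at 57.4% (55.5% to 59.3%), for hypg3, at 49.6% (47.7% to 51.5%), and for hypg15, at 48.9% (47.0% to 50.8%).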

For upregulated genes, coherence towards hypg60 (in green) was especially high for hypg7 and hypg9, reaching values of up to 89.2% for the regular track. 

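Among downregulated genes, 229 of 1017 at hypg7 were shared with hypg20s, which is 22.5% (20.1% to 25.2%). At hypg9 these were 356 of 1366 or 26.1% (23.8% to 28.5%), an interval that overlaps that of hypg7. At hypg5 the share was 147 of 276 or 53.3% (47.4% to 59.1%), above both intervals. For the remaining time points it was 76.8% (74.5% to 79.0%) at hypg75s, 86.3% (84.4% to 88.0%) at hypg3, 47.8% (45.1% to 50.4%) at hypg15 and 41.2% (38.6% to 43.8%) at hypg60. With 3 surrogate variables in the model, the shares at hypg7 and hypg9 rose to 61.1% and 71.6%. The share of downregulated genes with hypg60 was 83.7% (78.9% to 87.6%) for hypg5, 74.4% (71.6% to 77.0%) for hypg7 and 70.2% (67.7% to 72.6%) for hypg9.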

For downregulated genes, the situation was comparable, the coherence to hypg20s even dropped down to 16.1% at hypg7, which was unexpectedly low compared to hypg5 and hypg9 with roughly the same number of differentially expressed genes.

When comparing spliced and unspliced genes, it came to our attention that there were genes that were upregulated on the unspliced level and downregulated on the spliced level (Figure 4d). This was especially prominent for hypg60 (left side of the figure). When plotting the number of genes that showed this behavior, a continuous increase after starting at hypg7 emerged. However, only a fraction was parallelly differentially expressed on the regular transcriptome level. Interestingly, almost no genes showed the effect for hypg3, which had more overall DEGs than hypg5, hypg7, and hypg9.

Generally, the data showed a biphasic pattern with a peak of differentially expressed genes at hypg3 and a high coherence between comparisons, and almost no “unspliced up spliced down”-effect. After a transition period between hypg5, hypg7, and partly hypg9 (at least for the regular transcriptome), a second peak of differentially expressed genes was observed at hypg15. 

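The total of 5106 differentially expressed genes at hypg15 was above the 3215 at hypg9 and the 4916 at hypg60, and below the 6685 at hypg3. Upregulated genes of hypg15 and hypg3 were shared by 59.2% (57.3% to 61.1%), and downregulated genes by 78.9% (77.2% to 80.5%). The total and the shares at hypg15 are limited by the chromosomes without counts in library 75. Without that library, chosen after seeing the data, the total at hypg15 was 8477, above that at hypg3. The paper describes a biphasic pattern with a transition between hypg5 and hypg9, from the maxima at hypg3 and hypg15 and the change of coherence. It also rests this on genes upregulated when unspliced and downregulated when spliced, which are not analysed here.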

Coherence to the early comparisons was partly lost but was high within these early comparisons. Suddenly, many genes show an “unspliced up and spliced down”-response.

To have a better understanding of the temporal effects of hypergravity exposure with respect to differential gene expression response, a temporal clustering algorithm, TCseq [45], was applied on the normalized count data for the spliced and unspliced transcriptome (Figure 5). Four cluster groups gave the best compromise between compactness of the time course distributions and categorial differences between groups. For both the spliced and the unspliced data, one group with continuously increasing counts was identified (group 1). Transcripts in group number 2 showed a continuously decrease in gene expression. Group 3 displayed two peaks in differential gene expression, the first after 3 min and the second after 15 min. The opposite response could be observed for group 4 for both spliced and unspliced transcripts, with an initial loss until 3 min, recovery until 7 min, strong loss at 15 min, and at least for the spliced counts partial recovery until 60 min.

These four groups all carried between 1766 up to 3692 genes that were identified to have significantly altered counts over the time course. The distribution of these groups along the chromosomes varied greatly. On the spliced level, groups 1 and 2 deviated strongly from a random distribution over all chromosomes (R2 of 0.47 and 0.66), with a strong underrepresentation of chr2, groups 3 and 4 were more evenly distributed, however with a strong overrepresentation of chr17 for group 3. Unspliced transcripts in group 1 deviated greatly from a random distribution (R2 = 0.77), groups 2, 3, and 4 were almost evenly distributed. No significant shifts in gene biotype distribution between clusters had been identified (not displayed in Figure 5).

Next, we asked if also the strength of differential expression was affected. Therefore, we focused on genes that were permanently upregulated or downregulated at all comparisons. 

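Genes were counted as permanently regulated when their adjusted p-value was under 0.05 with the same sign in all 8 comparisons of 9 g with its 1 g control, which gave 122 upregulated and 48 downregulated genes. With 3 surrogate variables in the model, the alternative that moved the downregulated genes most, there were 242, of which 24 were among the 48, and with normalization by total counts only there were 10. The GC correction left 49 upregulated genes, of which 29 were among the 122. Without library 75, chosen after seeing the data, there were 171 upregulated and 76 downregulated genes. With that library, calls at hypg15 are limited for genes on the chromosomes where it had no counts. The ranking that follows is limited in the same way, and its genes all lie on other chromosomes. Among genes with a mean of at least 10 CPM, the upregulated ones with the largest mean change were TTC34, MIRLET7BHG and NECAB3, and the downregulated ones ZCRB1, CKAP2 and IFI16. TTC34 (ENSG00000215912) lies on chromosome 1 of GRCh38 from 2635976 to 2801717. Normalized counts (CPM) are given per 1e6 of the library size after scaling by its TMM factor. Those of TTC34 were 8.23 ± 0.70 (SD, n = 6) in Ctrl and 10.5 ± 1.23 in hypg20s, and 7.46 ± 0.60 in Ctrl60 against 15.6 ± 3.21 in hypg60. The log2 fold change of TTC34 was 0.34 at hypg20s (standard error 0.09, adjusted p = 0.019, edgeR's quasi-likelihood test) and 1.06 at hypg60 (standard error 0.13, adjusted p = 3.4e-05). MIRLET7BHG (ENSG00000197182, chromosome 22, 46053869 to 46113928), a long noncoding RNA gene, ranged from 0.25 at hypg20s to 1.07 at hypg60. NECAB3 (ENSG00000125967, chromosome 20, 33657087 to 33674463) ranged from 0.36 to 1.15 at the same time points. ZCRB1 (ENSG00000139168, chromosome 12, 42312086 to 42326257) ranged from −0.42 at hypg20s to −1.19 at hypg15 (standard error 0.15, adjusted p = 0.00038, edgeR's quasi-likelihood test), and 1 Ctrl library lay far above the other 5. CKAP2 (ENSG00000136108, chromosome 13, 52455429 to 52476628) ranged from −0.34 at hypg7 to −1.15 at hypg15. IFI16 (ENSG00000163565, chromosome 1, 158999968 to 159055155) ranged from −0.39 at hypg20s and hypg7 to −1.06 at hypg15, with 1 Ctrl library far above the others as well.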

In total, 214 upregulated and 87 downregulated genes fulfilled these conditions. Their fold changes were tracked over time (Figure 6). Surprisingly, both permanently upregulated and downregulated genes had a peak in fold change at hypg3, then effect strength dropped with a minimum at hypg7 and began to rise again. However, hypg5 had a stronger median fold change than hypg20s, in contrast to the number of differentially expressed genes in Figure 4. 

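Over the 122 permanently upregulated genes, the median log2 fold change was 0.26 at hypg20s, 0.40 at hypg75s, 0.38 at hypg3 (quartiles 0.32 to 0.49), 0.28 at hypg5, 0.25 at hypg7 (quartiles 0.20 to 0.34) and 0.27 at hypg9. The 48 downregulated genes had medians of −0.24, −0.35, −0.49, −0.29, −0.25 and −0.33 at these time points. For a test over libraries, the median difference of these genes from the control mean was taken in each library, with 0.5 CPM added before the logarithm. For the upregulated genes it was 0.40 ± 0.06 (SD, n = 6) at hypg3 and 0.25 ± 0.03 at hypg7, which differ in a two-sided exact permutation test (p = 0.00216, the smallest that 6 against 6 libraries allow, adjusted p = 0.0173 over 16 comparisons). The downregulated genes gave −0.48 ± 0.11 at hypg3 and −0.26 ± 0.06 at hypg7 with the same p-values. Between hypg3 and hypg75s no difference was shown, with p = 0.387 (adjusted 0.612) for upregulated and p = 0.0303 (adjusted 0.121) for downregulated genes in the same exact permutation test. Nor was one shown between hypg5 and hypg7 for upregulated genes (exact permutation test, p = 0.277, adjusted 0.539). The GC correction gave another set of 66 permanently downregulated genes, of which 16 were among the 48. The median of these 66 genes at hypg3 was −0.31, which does not show the effect of the correction on the 48. The genes were selected for their change in the libraries in which it was then measured. These medians may therefore overstate the change in either direction, and independently chosen genes were not measured.

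**Figure D3:**
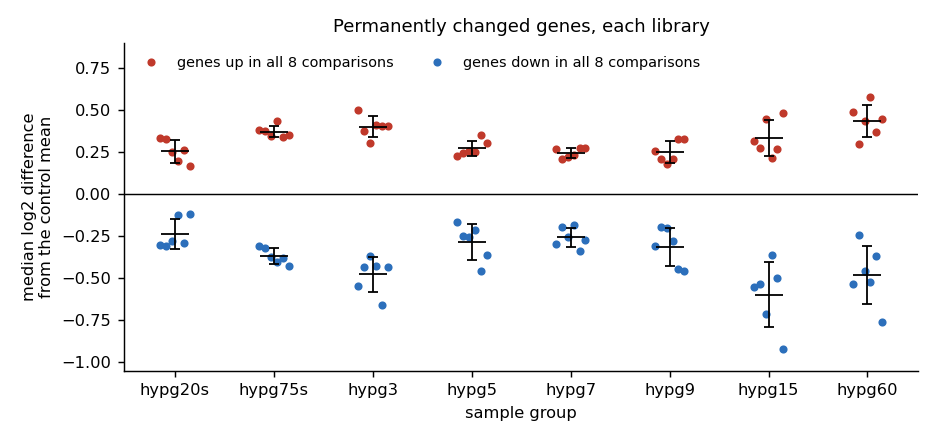
Median log2 difference from the control mean over the 122 permanently upregulated and the 48 permanently downregulated genes, with 1 point per library and bars for the mean ± SD of 6 libraries per group. The upregulated genes fall from 0.40 at hypg3 to 0.25 at hypg7 and reach 0.44 at hypg60, and the downregulated genes are lowest at hypg15, at −0.60.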

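The medians at hypg5 exceeded those at hypg20s by less than the spread between libraries. The library medians of the upregulated genes were 0.27 ± 0.05 (SD, n = 6) at hypg5 and 0.26 ± 0.07 at hypg20s (exact permutation test, p = 0.649, adjusted p = 0.742). For the downregulated genes they were −0.28 ± 0.11 and −0.24 ± 0.09 (exact permutation test, p = 0.442, adjusted p = 0.612).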

For the upregulated genes, hypg60 had the strongest overall fold changes, while for the downregulated genes hypg15 had a stronger median but also a larger distribution. Therefore, not only the number of differentially expressed genes was affected over time but also the strength of the differential expression itself.

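The permanently upregulated genes had a median log2 fold change of 0.44 (quartiles 0.33 to 0.65) at hypg60 and 0.35 (0.24 to 0.50) at hypg15. For the downregulated genes the median was −0.57 (quartiles −0.79 to −0.40) at hypg15 and −0.49 (−0.72 to −0.36) at hypg60. Over libraries, neither difference between hypg60 and hypg15 exceeded the spread, with p = 0.113 (adjusted 0.362) for upregulated and p = 0.303 (adjusted 0.539) for downregulated genes in the exact permutation test. For upregulated genes hypg60 and hypg3 did not differ either (exact permutation test, p = 0.459, adjusted p = 0.612).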

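Downregulated genes changed from −0.32 ± 0.12 (SD, n = 6 libraries) at hypg9 to −0.60 ± 0.20 at hypg15 (exact permutation test, p = 0.0108, adjusted p = 0.0576). From the medians of the permanently regulated genes, the paper concludes that the strength of the differential expression varied over time along with the number of genes.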

Based on the 3D analysis from Figure 3 and the results from the study with Experiment Set 1, the chromosomal distribution of differentially expressed genes was analyzed. For each chromosome, the number of total DEGs and of upregulated versus downregulated genes was compared to the predicted value based on random drawing (Figure 7). If the differences were significantly larger (FDR-adjusted *p* value below 0.05/0.01), this was indicated. 

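Each of 23 chromosomes (1 to 22 and X) was tested for its share of upregulated among the differentially expressed genes, and for its share of differentially expressed among the genes tested, against the rest of the genome. With Fisher's exact test and Benjamini-Hochberg adjustment over chromosomes and comparisons, the share of upregulated genes deviated on 16 chromosomes at hypg20s, 17 at hypg75s, 17 at hypg3, 10 at hypg5, 11 at hypg7, 11 at hypg9, 14 at hypg15 and 16 at hypg60. The total number deviated on 2, 2, 4, 1, 1, 4, 22 and 1 chromosomes in the same order. The 22 chromosomes at hypg15 include those without counts in library 75. Fisher's test treats genes as independent, which they are not.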

When comparing chromosomes, the deviations from expectation on the level of total number of differentially expressed genes were smaller than on the level of skew between up- versus downregulation. 

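On chromosomes 16 to 22, upregulated genes made up 72.7% of the differentially expressed genes at hypg20s, 78.9% at hypg75s, 66.6% at hypg3 and 91.8% at hypg5. On the other chromosomes they made up 34.4%, 44.1%, 32.2% and 61.9%. The odds ratio was 5.06 at hypg20s (adjusted p = 1.7e-59), 4.74 at hypg75s (2.8e-114), 4.19 at hypg3 (9e-133) and 6.92 at hypg5 (2.2e-24), with Fisher's exact test and Benjamini-Hochberg adjustment over 13 comparisons, Ctrl60 left out. GC content moved them most: compared within 10 bins of GC content, the odds ratios were 1.58, 2.11, 1.73 and 3.36. After the GC correction they were 1.86, 1.44, 1.40 and 1.28. By single chromosome, 16, 17, 19, 20 and 22 leaned towards upregulation in these 4 comparisons, chromosome 18 leaned towards downregulation at hypg20s, hypg75s and hypg3, and no lean was detectable on chromosome 21.

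**Figure D4:**
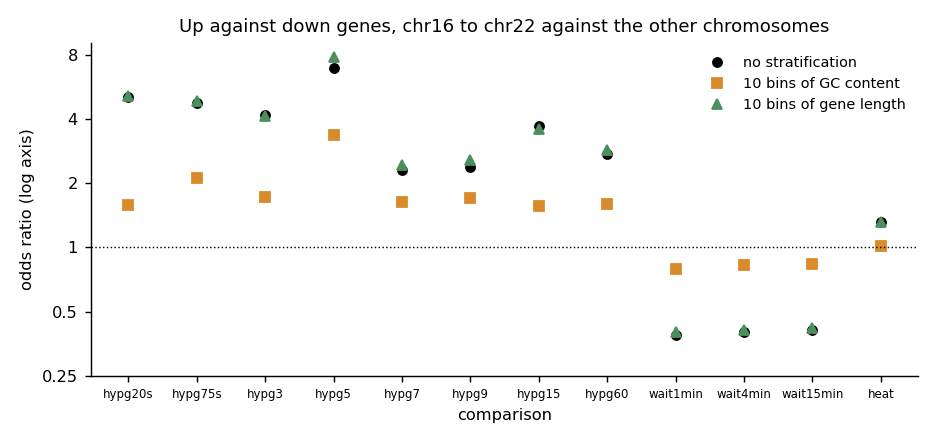
Odds ratio of upregulation on chromosomes 16 to 22 against the other chromosomes in 12 comparisons, on a logarithmic axis. Black circles stand for no stratification, orange squares for 10 bins of GC content and green triangles for 10 bins of exon length: at hypg20s the circle is at 5.06, the square at 1.58 and the triangle at 5.10, and at wait1min the circle is at 0.39 and the square at 0.79.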

The small chromosomes chr16-chr22 (right side of the diagrams in Figure 7) showed an especially large tendency towards upregulation for hypg20s, hypg75s, hypg3, and hypg5. For hypg7 and hypg9, this effect was no longer given. 

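On chromosomes 16 to 22, 65.9% of the differentially expressed genes were upregulated at hypg7 and 71.8% at hypg9, against 45.7% and 51.6% on the other chromosomes. The odds ratio was 2.30 at hypg7 (Fisher's exact test, adjusted p = 5.6e-17) and 2.39 at hypg9 (adjusted p = 5.6e-26), and within GC bins 1.63 and 1.70. The same 5 chromosomes leaned towards upregulation at both time points. Fisher's test treats genes as independent. Over libraries, in a count chosen after seeing the data, the difference of the mean log2 fold change between chromosomes 16 to 22 and the others was as large in 21 of 100 splits for hypg7 and in 3 of 100 for hypg9, the real split included. At hypg15 and hypg60 the odds ratios were 3.72 and 2.75, with 71.6% and 73.3% upregulated on chromosomes 16 to 22.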

The overall skew in up- versus downregulation was indicated by the Spearman correlation coefficient between actual number of genes versus prediction. It was especially skewed for hypg20s-hypg5 (much smaller than 1), and became less pronounced for hypg7 with 0.77 up to 0.72 for hypg60, with hypg15 as exception. This corresponds to the results from Figure 3, where hypg7 and hypg9 did not show a radial distribution behavior as pronounced as the other time points. However, the skewness of overall number of DEGs increased for hypg5 with 0.90, until hypg9 with 0.93 compared to almost perfect correlation for all other time points. This was a puzzling perspective on the three comparisons hypg5, hypg7, and hypg9, which separated the early from the late time points in Figure 4.

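Expected numbers of downregulated genes were taken from each chromosome's differentially expressed genes and the genome-wide share of downregulation. Across the 23 chromosomes, Spearman's rho between observed and expected numbers was 0.63 (p = 0.001, adjusted p = 0.002) at hypg20s, 0.43 (p = 0.04, adjusted p = 0.04) at hypg75s, 0.57 (p = 0.005, adjusted p = 0.007) at hypg3 and 0.38 (p = 0.07, adjusted p = 0.07) at hypg5, each from 100000 permutations. It was 0.79 at hypg7, 0.71 at hypg9, 0.88 at hypg15 and 0.61 at hypg60 (permutation test, p = 0.003, adjusted p = 0.004 over 12 comparisons). These p-values test for any association, while a skew shows as a departure of rho from 1, which they do not test. The value at hypg15 is limited by the chromosomes without counts in library 75. Leaving out that library, chosen after seeing the data, gave rho 0.55 at hypg15 (permutation test, p = 0.007). With the GC correction rho lay between 0.78 at hypg20s and 0.99 at hypg15, with 0.93 at hypg5. The square of Pearson's r was 0.51, 0.35, 0.54, 0.26, 0.74, 0.67, 0.72 and 0.57 from hypg20s to hypg60. Without library 75, chosen after seeing the data, it was 0.45 at hypg15 in place of 0.72. The GC correction moved it most at hypg5, to 0.89, and with that correction it lay between 0.71 at hypg20s and 0.98 at hypg15.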

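For all differentially expressed genes, with the expectation taken from the genes tested on each chromosome, Spearman's rho was 0.94 at hypg20s, 0.97 at hypg75s, 0.98 at hypg3, 0.87 at hypg5, 0.95 at hypg7, 0.91 at hypg9 and 0.98 at hypg60. Each of these had a permutation p of 1e-05, the smallest that 100000 permutations can give. Here too the p-values do not test a departure from 1. At hypg15 rho was 0.55 (permutation test, p = 0.007), and without library 75 it was 0.98. The square of Pearson's r was 0.86 at hypg5, 0.94 at hypg7, 0.93 at hypg9 and 0.52 at hypg15.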

We further analyzed the differentially expressed transcripts and allocated them to the five most prominent biotypes, protein-coding, retained intron, nonsense-mediated decay, processed transcripts and processed pseudogenes (Figure 8). The biotype is important for the biological role of a transcript. Protein-coding transcripts are capable of being read by ribosomes at mostly high efficiency. Retained intron transcripts can still be translated, however often at reduced efficiency and are prone to degradation, nonsense-mediated decay tends to quick degradation, and processed transcripts and processed pseudogenes usually stem from reversely transcribed RNA that has been reinserted into DNA and are mostly unable to be translated anymore [46]. The sum of these transcripts per sample was compared between groups and significant differences indicated.

Protein-coding transcripts formed the majority with 90.4% of all counts. After hypg20s, the average constantly declined, and became significant for all comparisons starting from hypg7. The number of transcripts assigned to retained introns, the second-largest transcripts group, increased significantly up to hypg3, then slightly decreased, until emerging again for hypg15 and hypg60. Nonsense-mediated decay transcripts showed significantly reduced counts for all comparisons except for hypg20s and progressively became less until hypg9. The amount of processed transcripts significantly fell until hypg9 and thereafter returned to normal levels. In the case of processed pseudogenes, the amount of transcripts was significantly decreased for all time points of hypergravity exposure.

A trend towards intron retention became evident from these data. Whilst protein-coding genes and partly also nonsense-mediated decay followed a continuous trend of downregulation, intron retention would match the biphasic behavior described above. The two pseudogene species showed a transient behavior that would match the time courses 3 and 4 from Figure 5.

The significant alterations in transcript type distribution over time let us wonder if there could also be noticeable effects on the level of exons. We performed a DEXSeq analysis and scrutinized differential exon usage (Figure 9). The number of significantly higher or lower exon usage per condition was determined with the help of an MA plot (Figure 9a). For all hypergravity exposure times, differential exon usage (DEU) could be detected. In case of increase exon usage, the values constantly increased over time with an exception for the time point hypg5. In case of exons showing a decreased usage, we observed a similar trend, i.e., the number of exons with decreased usage was rising with an exception for time point hypg5 and additionally hypg60 (Figure 9a). The drop in DEUs at hypg5 was compensated more rapidly than for differential gene expression (Figure 4), at hypg7 already a new maximum was reached. This also holds true for the affected transcripts (Figure 9b) and the corresponding number of genes with DEU (Figure 9c). Furthermore, the distribution of transcripts with differential exon usage among the different biotypes was non-even (Figure 9b). Protein-coding transcripts appeared relatively balanced in terms of increased to decreased usage; however, retained intron transcripts had a strong shift towards increased usage. This partially overlapped with the general trend in transcript type counts shown in Figure 8.

When genes with differential exon usage were overlapping with genes with differential gene expression, a highly dynamic relation emerged (Figure 9d). Initially, the number of DEUs was small compared to DEG. At hypg5, they were almost equal (1204 DEUs, 1431 DEGs), and for hypg7 and hypg9 the number of DEUs even surpassed the number of DEGs. The number of genes that were both DEUs and DEGs varied greatly over time. It rose to 56.3% at hypg3, then dropped to only 10.8% at hypg5, stayed low until hypg9, and then rose to 65.8% for hypg15. The same analysis for differential gene expression for the spliced and unspliced transcriptome can be found in Supplementary Figure S2. The distribution of DEU genes along the chromosomes can be found in Supplementary Figure S3. Genes affected by DEU were not automatically DEGs and could stay a significant fraction on their own, also showing a biphasic course.

To better understand the implications of the effects described above, a bona fide example of a gene that was affected both by differential gene expression and exon usage was selected. Additionally, this gene should have more than one transcript isoform from more than one transcript biotype and should have a substantial number of counts to be robustly identified. *HSP90A1*, a gene coding for an inducible molecular chaperone that aids in protein folding using an ATPase activity, fulfilled all requirements (Figure 10). It is localized on chr14 and has a length of 58,958 bp. 

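In the annotation behind the deposited counts, HSP90AA1 (ENSG00000080824) spans GRCh38 from 102080742 to 102139699 on the minus strand of chromosome 14, which is 58958 bp, with a summed exon length of 5097 bp. It had 800 ± 64.3 CPM (SD, n = 6) in Ctrl and 783 ± 86.9 CPM in Ctrl60.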

The gene was significantly downregulated from hypg20s to hypg3 for the regular transcriptome, and also downregulated for both the spliced and unspliced transcriptome for hypg75s and hypg3 (Figure 10a). 

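The log2 fold change of HSP90AA1 was −0.45 at hypg20s (standard error 0.09, adjusted p = 0.0063), −0.57 at hypg75s (standard error 0.09, adjusted p = 0.00037) and −1.07 at hypg3 (standard error 0.11, adjusted p = 1.8e-05), each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Mean CPM of HSP90AA1 were 588 ± 103 (SD, n = 6) at hypg20s, 534 ± 91.3 at hypg75s and 387 ± 79.0 at hypg3. Of 6 libraries, 5 lay below every control library at hypg20s (exact permutation test, p = 0.00433, adjusted p = 0.00649 over 9 comparisons) and 6 did at hypg75s and at hypg3 (p = 0.00216, the smallest possible, adjusted p = 0.00486). In the model of all 60 libraries, the alternative that moved the call of HSP90AA1 at hypg20s, its adjusted p-value there was 0.07.

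**Figure D5:**
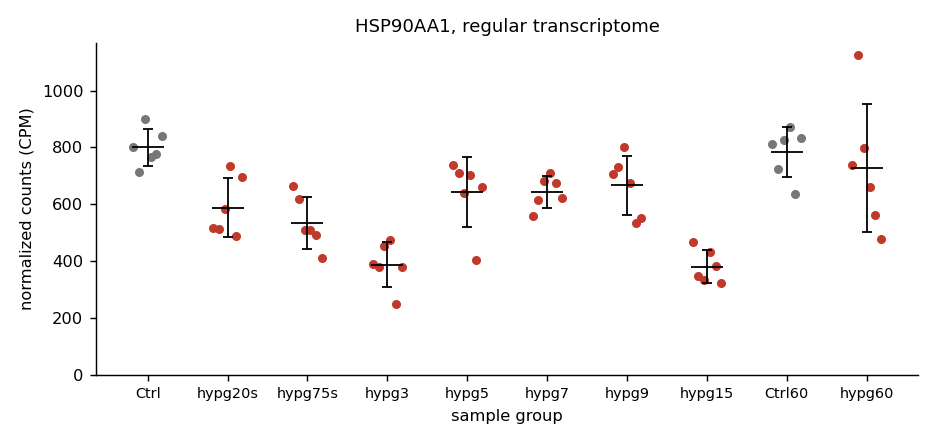
HSP90AA1 in normalized CPM, with 1 point per library and bars for the mean ± SD of 6 libraries in each of the 10 groups. The means fall from 800 in Ctrl to 387 at hypg3, lie between 643 and 667 from hypg5 to hypg9 and are at 380 at hypg15.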

Then, from hypg5 to hypg9, the gene was suddenly not differentially expressed anymore, except for slight upregulation at hygp9 on the unspliced level. 

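HSP90AA1 had a log2 fold change of −0.32 at hypg5 (standard error 0.11, adjusted p = 0.1), −0.32 at hypg7 (standard error 0.06, adjusted p = 0.0055) and −0.26 at hypg9 (standard error 0.09, adjusted p = 0.046), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The gene was thus called at hypg7 and hypg9 and not at hypg5. At hypg5, 1 library lay far below the other 5, at 405 CPM. In the model of all 60 libraries the adjusted p-values of HSP90AA1 at hypg7 and hypg9 were 0.21 and 0.3, with normalization by total counts only that at hypg9 was 0.11, and with the GC correction that at hypg5 was 0.046. All 6 libraries at hypg7 lay below every control library (exact permutation test, p = 0.00216, adjusted p = 0.00486), as did 5 of 6 at hypg5 (p = 0.00433, adjusted p = 0.00649) and 4 of 6 at hypg9 (p = 0.0238, adjusted p = 0.0306). The difference between hypg3 and hypg7 was −0.76 on the log2 scale (exact permutation test, p = 0.0022, the smallest possible, with the 6 libraries of each group apart).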

The gene then became greatly downregulated on the regular and spliced level at hypg15, but became even more upregulated on the unspliced level, up to a log fold change of 1.00 at hypg60, representing a doubling of transcript counts. 

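On the regular level, HSP90AA1 had a log2 fold change of −1.06 at hypg15 (standard error 0.10, adjusted p = 0.00016, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 380 ± 57.5 CPM (SD, n = 6). All 6 of its libraries at hypg15 lay below every control library (exact permutation test, p = 0.00216). At hypg60 the log2 fold change of HSP90AA1 was −0.11 (standard error 0.16, adjusted p = 0.65, edgeR's quasi-likelihood test), with 727 ± 226 CPM (SD, n = 6) and 2 of 6 libraries below every library of Ctrl60 (exact permutation test, p = 0.442, adjusted p = 0.497). With 3 surrogate variables in the model the change at hypg60 was −0.47 (adjusted p = 0.00075, edgeR).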

The gene codes for ten different transcripts, four of them protein-coding, two nonsense-mediated decay transcripts, and four retained intron transcripts (Figure 10b). At the beginning protein-coding transcripts were responsible for around 99% of all transcript counts. The fraction of protein coding transcripts persistently dropped until hypg3, partially recovered between hypg5 and hypg9, decreased again at hypg15 and were partially restored again at hypg60. The amount of nonsense-mediated decay transcripts was constant for most of the time, until hypg15 and hypg60 where levels were increased. Additionally, for transcripts representing retained introns, an increase in transcript levels could be observed, however already starting at hypg75s. When comparing the effects on nonsense-mediated decay and retained intron transcripts, the kinetics looked very different from the overall effects on all transcripts, where nonsense-mediated decay progressively dropped in counts and retained introns had a steady upwards trend except for hypg5-hypg9 (Figure 8).

When looking in more detail at single transcripts, we identified that exons were distributed in an uneven manner: most exons were located at the end of the reversely transcribed gene, therefore between 102.08 Mbp and 102.09 Mbp on chromosome 14. There were two exons that were remote from the others, one at 102.102 Mbp, and one at 102.139 Mbp. Three of the ten transcripts used these exons, one protein-coding transcript exclusively (ENST00000558600). Upon looking at the count values for each transcript separately (Supplementary Figure S4), it became evident that this protein coding transcript was hardly transcribed in any condition. The other protein-coding transcript (ENST00000334701) that carried these remote exons had a baseline transcription of around 400 counts and did not change significantly for any comparison. The third, nonsense-mediated decay, transcript (ENST00000557234) had a baseline expression of around 10 counts and significantly increased for hypg15 and hypg60. The counts for protein-coding genes were mostly driven by ENST00000216281, for nonsense-mediated decay by ENST00000554401, and were distributed between all four transcripts for retained intron.

The different directions of change for unspliced and spliced transcripts could also be observed when directly plotting the sequencing coverage along the entire gene (Figure 10d). Here, the exons (1) and introns (2) of the exon-dense area was highlighted, which carried the majority of the overall reads (see total view in black box). We could identify the highest amount of exon reads for the control sample group and the lowest amount for hypg15. The amount of exon reads follows the order for protein-coding transcript counts from (b). In parallel, the amount of intronic sequences was slightly increased from shorter to longer hypergravity exposures with the highest amount identified for hypg60.

The observed centrifugation effects led to the question which influence centrifugation commonly used in laboratory work might have on transcriptomic analyses. We therefore exposed human Jurkat T cells to a hypergravity environment of 300× *g* for 5 min. 

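Jurkat T cells centrifuged at 300 g for 5 min were fixed after a waiting time of 1 min (wait1min), 4 min (wait4min) or 15 min (wait15min), with 4 libraries per group. The 4 control libraries came from cells fixed directly, and 4 further libraries from cells in a water bath at 42 °C (heat). The authors deposited their read pair counts in the form described for 9 g. Total counts lay between 24417717 and 41220541 per library, with a median of 28968696.5. Each group was compared with the control, and wait15min with wait1min, by edgeR's quasi-likelihood test as before, and genes were also counted past an absolute log2 fold change of 1. The control had no matching waiting time at 1 g, and the library numbers follow the groups, so waiting at 1 g and library order cannot be told apart from the groups. The library names in the deposited table read instant for wait1min and 1min for wait4min, and the waiting times given here follow the sample titles and the paper.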

We compared the data from Experiment Set 2 and the previously generated Experiment Set 1 to a centrifugation data set (300× *g* for 5 min) and to all external RNA-Seq data sets that were available on GEO on Jurkat T cells omitting gene knock out or knock down studies (Table 1, Figure 11). The Experiment Set 1 study had a similar layout as the Experiment Set 2 study, but only covered hypg3 (3 min) and hypg15 (15 min), and, most importantly, worked with poly-A RNA-Seq instead of rRNA depletion RNA-Seq, which does not cover transcripts that are not finished transcribing [40].

The centrifugation study applied 300× *g* for 5 min in a standard tabletop centrifuge. This is part of the standard protocol for RNA extraction for sequencing for suspension cell culture samples and is broadly used when splitting suspension cell cultures [35]. We wondered how our results on centrifugation at 9 *g* would transfer to standard cell culture practice. After the centrifuge stopped, different waiting times were applied to understand how quickly cells potentially affected by hypergravity return to their original state. This is especially important if samples in an assay have different waiting times, which could introduce bias. Therefore, there was a sample group without centrifugation, one with fixation after 1 min after centrifugation (the quickest possible time under standard lab conditions), one after 4 min, and one after 15 min. Additionally, we added a 42 °C heat shock (for 5 min) sample to apply another type of stress on the cells. All samples were analyzed by rRNA depletion RNA-Seq.

The external data sets contained data on oxidative stress by H_2_O_2_; activation of Jurkat immune cells by antibodies, chemokines, PMA + Ionomycin, Interferon IFNb, and simply PMA; reaction to cyclic DNA introduction via Lipofectamin; inhibition of parts of the NOTCH pathway, and inhibitors of different cellular functions, including splicing. Except for the PMA + Ionomycin and H_2_O_2_ treatment, all stimuli were applied for at least 2 h, therefore significantly longer than any of our internal time points. All data were generated from poly-A RNA-Seq. Comparing the number of differentially expressed genes, the data sets on 300× *g* 5 min centrifugation, 42 °C heat shock, PMA treatment, topoisomerase II inhibitor, NOTCH inhibitor, Palbociclib, splicing modulator, ubiquitin-specific protease inhibitor, and BRD4 inhibitor also had 1000s of genes differentially expressed. Interestingly, H_2_O_2_ treatment was skewed greatly towards upregulation, heat shock towards downregulation.

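For heat shock, 1770 of 16655 genes tested were upregulated and 1691 were downregulated, so 51.1% of the differentially expressed genes were upregulated. In a model of all 5 groups of the 300 g and heat experiment, the alternative that moved these numbers most, 4027 genes were downregulated and 26.6% of the differentially expressed genes were upregulated. With normalization by total counts only, 65.8% were upregulated. Past a log2 fold change of 1 there were 379 upregulated and 7 downregulated genes. Among genes with a mean of at least 10 CPM, the largest increases were those of ENSG00000262202 (log2 fold change 1.85, standard error 0.07, adjusted p = 2.9e-11, edgeR's quasi-likelihood test), ENSG00000279602 (1.34) and C1QTNF6 (1.12), and the largest decreases those of CHAC1 (−0.73), SDCBP (−0.69) and PEX3 (−0.60). For ENSG00000262202, 1 of the 4 heat libraries lay above the others. PEX3 had 6.84 CPM in the control and 4.24 CPM after heat shock, so the mean of at least 10 CPM also counts the centrifuged libraries. In a list of heat shock genes fixed before the data were examined, HSPA1B rose by 0.63 (standard error 0.06, adjusted p = 2.4e-06 over all genes and 1e-07 over the list, edgeR), HSPA1A by 0.44 (adjusted p = 0.3 and 0.18) and DNAJB1 by 0.17 (adjusted p = 0.00096 and 0.00016), while HSPH1 fell by 0.32 (adjusted p = 0.0012 and 0.00016). HSPA1A and HSPA1B are paralogs between which reads can be shared.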

Next, the coherence of the data was tested compared to hypg20s and hypg60. This was performed in a similar way as in Figure 4. Here, it was calculated what percent of the upregulated/downregulated genes of one comparison were also upregulated/downregulated for another comparison. The actual value was divided by the predicted value; therefore, 1 is perfect random drawing; larger values than 1 indicate a strong overrepresentation and close to 0 a strong underrepresentation. 

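The observed share was divided by the share expected from the size of the larger set among the genes tested in both comparisons. Among upregulated genes, the ratio with hypg20s was 5.45 for hypg75s, 4.37 for hypg3, 7.00 for hypg5, 4.98 for hypg7, 3.45 for hypg9, 2.33 for hypg15 and 2.81 for hypg60. Among downregulated genes it was 5.25, 3.50, 6.17, 2.61, 3.02, 3.10 and 3.09 in this order. The ratio divides by the size of the larger set, so it falls where more genes were called.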

Comparisons from Experiment Set 2 showed a strong coherence, both for upregulated and downregulated genes. Correlation to hypg20s was higher for early samples, to hypg60 for late samples. 

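The ratio of upregulated genes with hypg60 was 3.36 for hypg75s, 2.90 for hypg3, 4.99 for hypg5, 4.77 for hypg7, 4.49 for hypg9 and 2.85 for hypg15. For downregulated genes it was 3.73, 2.78, 6.31, 5.64, 5.31 and 2.60. At hypg7 the ratio of upregulated genes was 4.98 with hypg20s and 4.77 with hypg60, while the shares themselves, 33.2% and 79.4%, have intervals that do not overlap.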

The spliced transcriptome data were well in line with the general set. Unspliced data were less in line with the general set, which could be driven by the fact that the regular fraction was mostly dominated by spliced transcripts. For Experiment Set 1, the first sample showed an inverted coherence compared to hypg20s and no coherence to hypg60. However, the second sample was in coherence with both, especially compared to hypg20s. This was especially interesting since Experiment Set 1 showed an inversion of differential gene expression between 3 and 15 min, which was not the case for Experiment Set 2. The centrifuge data set (300× *g* 5 min) showed strong inverted coherence behavior, compared to hypg20s, but only slightly compared to hypg60. 

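Of the genes upregulated at hypg20s, 7.9% (95% Wilson interval 6.5% to 9.7%) were upregulated at wait1min, where 38.5% were expected, a ratio of 0.21. The ratio was 0.23 for both wait4min and wait15min. Of the downregulated genes, 7.6% were shared with wait1min where 43.5% were expected, with ratios of 0.17, 0.19 and 0.20 over the 3 waiting times. With hypg60, the ratios of upregulated genes were 0.83, 0.85 and 0.87, and those of downregulated genes 0.97, 1.02 and 1.02. The interval of the downregulated share at wait1min, 39.7% to 43.9%, includes the expected share. The GC correction moved both directions above expectation with hypg60, to 1.35 for upregulated and 1.55 for downregulated genes at wait1min.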

Interestingly, for the heat shock comparison, upregulated genes were coherent with hypg60, but not with hypg20s or downregulated genes.

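Genes upregulated by heat shock were shared with hypg60 by 46.9% (44.5% to 49.3%), a ratio of 2.77, and with hypg20s by 7.1% (5.7% to 8.8%) of the smaller set, a ratio of 0.70. Downregulated genes had a ratio of 1.50 with hypg60, at 19.7% (17.9% to 21.7%), and 1.32 with hypg20s, at 14.0% (12.3% to 15.9%). With the length correction the ratio of upregulated genes with hypg20s was 1.01.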

When regarding the external data sets, most were not or only in slight coherence with the Experiment Set 2 data. Transfection with plasmid DNA via Lipofectamine for 4 h caused very similar genes to be downregulated for hypg20s; however, only 88 genes were downregulated in total. The response to interferon beta caused an overlap of downregulated genes compared to hypg20s with a factor of 2.8.

Next, the radial distribution of differentially expressed genes was investigated (compare Figure 2). For comparison, the difference to the predicted radius was used. Experiment Set 1 showed a behavior in line with the Experiment Set 2 results for the late point in time and an inverted behavior for the early point in time: For Experiment Set 1 hypg3, upregulated genes located more in the center, downregulated genes at the periphery of the nucleus. Centrifugation at 300× *g* for 5 min also created an inverted pattern, similar to the Experiment Set 2 samples. Heat shock only showed a shift in the same direction as Experiment Set 2 for the upregulated genes, in line with its DEG coherence. For most external data sets, the average radius was not or only slightly shifted from expectation. The plasmid via Lipofectamine transfection was a prominent exception that deviated both for up- and downregulation. Additionally, IFNb treatment after 4 h had a shift of 0.46 µm of downregulated genes to the periphery, the strongest in the entire analysis.

Further, in accordance with the study encompassing Experiment Set 1 [40], the association of expression patterns with stress granules and P bodies was investigated (Supplementary Table S1). Experiment Set 2 samples and centrifugation (300× *g* 5 min) samples had a similar pattern, which none of the external data sets displayed.

Next, the chromosomal distribution analysis from Figure 7 was conducted on all data (Figure 11a). Chromosomes with significant differences in total DEG number were sparse, except for the Experiment Set 2 unspliced/spliced data. Skew in up- versus downregulation was more prominent for most data sets. Here, Experiment Set 2 showed a conserved behavior for the regular/spliced/unspliced transcriptome. For Experiment Set 1, the early comparison was inverted, and the late was in line with Experiment Set 2. 

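After 300 g, 33.5% of the differentially expressed genes on chromosomes 16 to 22 were upregulated at wait1min, against 56.7% on the other chromosomes. The odds ratio was 0.39 at wait1min (Fisher's exact test, adjusted p = 3.5e-127), 0.40 at wait4min and 0.41 at wait15min, and within 10 GC bins 0.79 (p = 1.3e-05), 0.83 and 0.84. Chromosomes 1, 11, 16, 17, 19, 20 and 22 leaned towards downregulation at all 3 waiting times. Across genes, which are not independent replicates, Spearman's rho between the log2 fold change and GC content was −0.686 at wait1min. For heat shock the odds ratio was 1.31 (Fisher's exact test, adjusted p = 0.00042), and within GC bins it was 1.02 (p = 0.82).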

The centrifugation (300× *g* for 5 min) data were also inverted in their chromosomal distribution. For the external data sets, only the two H3B8800 comparisons shared patterns with Experiment Set 2.

The centrifugation (300× *g* for 5 min) data were compared to the other stress data sets. 

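At wait1min, 13986 of 17155 genes tested (81.5%) were differentially expressed, with 7104 upregulated and 6882 downregulated. There were 7154 upregulated and 6972 downregulated genes at wait4min (82.2%), and 7171 and 6941 at wait15min (82.3%). With the GC correction, wait1min had 6000 upregulated and 6691 downregulated genes, of which 4610 and 4794 were among those called without it. Normalization by total counts only shifted the median log2 fold change of all genes by 0.24 at wait1min and raised the share of upregulated genes to 62.0%. Genes were ranked by their mean change over the waiting times among those with a mean of at least 10 CPM and no overlap between control and centrifuged libraries, and genes below 10 CPM can have larger changes. The largest increases in this ranking were those of ENSG00000280347, ASPM and DST. ASPM (ENSG00000066279, chromosome 1 of GRCh38, 197084121 to 197146694) had 31.1 ± 4.58 CPM (SD, n = 4) in the control and 347 ± 23.3 CPM at wait1min, a log2 fold change of 3.49 (standard error 0.07, adjusted p = 2.2e-16, edgeR's quasi-likelihood test). ENSG00000280347 and DST had log2 fold changes of 4.10 and 3.35 at wait1min. The largest decreases in it were those of RN7SL4P and RN7SL3, whose reads can be shared with their paralogs, at −1.42 and −1.34, and of ENSG00000262202 at −1.43. The mean of at least 10 CPM also counts the heat libraries, since ENSG00000262202 had 9.97 CPM in the control and 3.68 CPM at wait1min. HSP90AA1 rose by 1.57 (standard error 0.07, adjusted p = 6.6e-13, edgeR) and GAPDH fell by 1.01 (standard error 0.05, adjusted p = 3.3e-12, edgeR) at wait1min. In 1 of the 4 libraries of wait1min both genes lay above the other 3. The paper describes GAPDH as a gene of very stable expression in altered gravity. Across genes, Spearman's rho between the log2 fold change at wait1min and GC content was −0.686. HSPH1, which rose at wait1min, changed sign there with the GC correction. The changes of single genes named here are without that correction. These changes do not tell apart altered transcript levels in the cells from a difference in the RNA or the libraries.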

After 5 min hypergravity, the comparisons had around 15,000 differentially expressed genes, by far the largest number compared to all data (Table 1). Widely accepted stress triggers, such as heat shock or oxidative stress, only caused around 5000 resp. 

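Heat shock gave 3461 differentially expressed genes, which is 20.8% of the genes tested, against 81.5% or more after 300 g. With every control and heat library left out in turn, this order held. At 9 g the highest total was 6685, without library 75 it was 8477 at hypg15, and with 3 surrogate variables in the model it was 10217 at hypg15.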

1000 genes to be expressed differentially. 

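The log2 fold change against the control was 3.49 at wait1min, 3.37 at wait4min and 3.34 at wait15min for ASPM, and −1.01, −1.03 and −1.02 for GAPDH. HSP90AA1 had 1.57, 1.42 and 1.41, and its change from wait1min to wait15min was −0.16 (standard error 0.05, adjusted p = 0.25, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).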

When assessing if waiting after centrifugation would cause a recovery towards the initial state, hardly any differences were noticed between 1 min, 4 min, and 15 min (Figure 11b). 

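Between wait15min and wait1min, 2 of 17446 genes were upregulated and 24 were downregulated, and 2192 genes had an unadjusted p-value under 0.05. Without a filter on low counts, the alternative that moved these numbers most, there were 22 upregulated and 256 downregulated genes. The upregulated genes were the pseudogenes H2BC20P and H2BC19P. Of the downregulated genes, 7 were snoRNA, 4 snRNA and 3 scaRNA genes, and 6 were protein-coding (NDUFS6, MRPS18C, HMGN5, RPL36AL, LSM5 and H4C13). These 8 genes were chosen after their values were seen.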

A direct comparison between 15 min and 1 min wait yielded only 15 upregulated and 56 downregulated genes. Depending on the aim of an analysis, higher fold change requirements might be applied to call a gene differentially expressed. 

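Past an absolute log2 fold change of 1, there were 3975 upregulated and 796 downregulated genes at wait1min, 3853 and 697 at wait4min, and 3905 and 833 at wait15min. The GC correction moved the upregulated genes most, to 1897, 1860 and 1952, and normalization by total counts only moved the downregulated genes most, to 112, 173 and 213.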

When looking at genes that had at least double or half the counts (logFC cutoff of +/−1.0), there were still between around 3400 and 3500 upregulated and between around 700 and 800 genes downregulated. Only nine genes were downregulated in the direct comparison 15 min versus 1 min wait. 

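Past a log2 fold change of −1, 4 genes were lower at wait15min than at wait1min, and 0 genes were higher past 1, where 12 and 4 genes had an unadjusted p-value under 0.05. SNORD3A had 1733 CPM in the control, 991 CPM at wait1min and 465.5 CPM at wait15min, a log2 fold change of −1.09 between the latter (standard error 0.09, adjusted p = 4e-06, edgeR's quasi-likelihood test). RNU6ATAC fell by 1.17 (standard error 0.19, adjusted p = 0.011, edgeR), ENSG00000260035 by 1.70 (standard error 0.28, adjusted p = 0.012, edgeR) and ENSG00000253190 by 1.54 (standard error 0.26, adjusted p = 0.014, edgeR). For ENSG00000253190, 1 of the 4 control libraries lay above the others. The model of all 5 groups gave 9 downregulated genes.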

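By the annotation, SNORD3A (ENSG00000263934, chromosome 17 of GRCh38, 19188016 to 19188714) is a snoRNA gene and RNU6ATAC (ENSG00000221676, chromosome 9, 134164439 to 134164564) an snRNA gene. ENSG00000260035 (chromosome 15, 45200325 to 45200632) is sense intronic and ENSG00000253190 (chromosome 8, 66112667 to 66126632) a long noncoding RNA gene.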

None of them classified as protein-coding (not displayed in the figure). A waiting time of 15 min after centrifugation therefore still left the cell heavily impacted.

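At wait15min, 82.3% of the genes tested still differed from the control. From the small number of differences between the waiting times, the paper concludes that the cells remained heavily affected 15 min after centrifugation.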

## 3. Discussion

In our study, we found a highly dynamic and mostly biphasic time course of gene expression response to hypergravity, which is not surprising due to the fact that gene expression networks are highly non-linear systems [47]. We were nevertheless able to characterize the dynamics in more detail and detected a “transition point” in the biphasic time course of differential gene expression at approximately 7 min, after which gene expression response showed no major changes up to 1 h hypergravity. Not only the number of differentially expressed genes was affected over time but also the strength of the differential expression.

We also found that upregulated genes were shifted towards the center of the nuclei, whereby downregulated genes were shifted towards the periphery. Interestingly, the “transition point” of gene movement correlated with differential gene expression, as downregulated genes moved inwards in the first 7 min before moving again towards the periphery. Upregulated differentially expressed gene expression was mostly located on chr16-chr22 in the first phase of cellular response to hypergravity. Protein-coding transcripts formed the majority with more than 90% of all differentially expressed genes and followed a continuous trend of downregulation, whereas retained introns demonstrated a biphasic time-course. Thus, the differential expression pattern analyzed in this study supports our hypothesis that Jurkat T cells respond to altered gravity via direct mechano-genetical coupling of gravitational forces to the nucleus, where genes are differentially expressed, partially depending on their nuclear location [39]. Experiments were performed with a T cell line to allow for cross-validation and comparability with our previous studies [36,39,40]. Although chromatin dynamic effects due to gravity changes in primary T lymphocytes have not yet been investigated, some studies suggest that chromatin modifications can also be expected in primary lymphocytes: In previous studies, we detected an overall downregulation of histone H3 acetylation in primary human T lymphocytes after the hypergravity phase of an suborbital ballistic rocket experiment [48], whereas a recent study identified modification of histone H3 lysine 27 trimethylation (H3K27me3) at TCRβ locus in murine thymocytes after chronic hypergravity exposure of 2× *g* for 21 days [49].

Importantly, the gene expression pattern of hypergravity response was not comparable with other stress factors such as oxidative stress, heat shock or inflammatory stress. This finding suggests that the transcriptional response to hypergravity is mediated by different signaling pathways and molecular processes. Nevertheless, an overlap with stress signaling pathways is for example HSP90 gene expression. Hsp90 is a transcriptional regulator by alteration of steady-state levels of transcription factors, modulation epigenetic modifiers and participation in the eviction of histones from the promoter regions [50]. In the immune system, Hsp90 is crucial for regulation of LAT expression in activated T cells [51], associated with T cell activation [52] and activation of tumor-specific immune responses [53,54].

While the application of cell culture techniques still represents the essential cornerstone of bioscientific experimental research [55], their methodological foundations and requirements are often not considered in practical applications. Thus, according to various studies and estimates, between 18% and 36% of cell lines are contaminated or misidentified, and additionally cell lines are often used beyond safe passage numbers, where cells no longer maintain key gene functions and consistent morphology [56]. In addition, there are insufficiently controlled influencing factors such as environmental instability in cell culture media [57], failure to monitor cell culture environments [58], and general deficiencies in methodological reporting in scientific publications [59]. Even in areas where there is clearer and unambiguous evidence of methodological issues, such as contaminated or misidentified cell lines, these have found little practical application over many years: for example, more than 30,000 studies with the effect of more than half a million citations have come from the use of well-established misidentified cell lines [60]. Cell culture supplements such as HEPES can also have consequences for cellular function and transcription [61]. Many studies and recommendations address this requirement of high standards in “good cell culture practice”, which is fundamental to the entire experimental cell biology [57,62]. In addition to the largely already known methodological challenges, basic research repeatedly leads to the identification of new—and previously only poorly known—influencing factors that should be taken into account in experimental standardization. For example, the influence of circadian rhythms is often not taken into account in cell culture and experimental protocols, although circadian transcriptional oscillations are detectable in almost all cells, especially in cells of the immune system [63,64].

The standardization and control procedures required for flight experiments in Space Life Sciences already contributed to the detection of significant effects in our earlier studies, which were caused by the cell culture environment in the flight hardware [30,31,33,36,39], and in later studies even by the handling of the cells [33]. Therefore, it is obvious to also investigate the effect of centrifugation, which is common routine in cell culture protocols. Direct cellular effects of hypergravity are well known for a broad range of cell types [14,15,16,17,18,19,20,21,22,23,24,25,26,27,28,30,31] and can be induced by even short-term and weak hypergravity (such as 1.8 g for 20 s) [30,31,33]. Routine cell culture protocols apply significantly higher and longer hypergravity exposures, e.g., 5 min at 300× *g* for cell harvesting for RNA isolation [35] and 5 min at 150 *g* for cell culture subculturing [34].

In our study, we applied this standard condition of 5 min 300 *g* on Jurkat T cells and detected a huge impact on the transcriptome compared to non-centrifuged samples with approximately 15,000 differentially expressed genes. If using a strict fold change cutoff of factor 2, more than 4000 genes were still affected. Waiting times of up to 15 min after centrifugation did not lead to any detectable response to return to baseline. Comparison with other stressors showed that the transcriptional response induced by routine centrifuge-based cell harvesting is stronger than oxidative stress induced by H_2_O_2_, inflammatory cell activation or heat stress. It must be assumed that cell centrifugation used as a routine procedure is, in principle, capable of subjecting the processed living cells to severe stress and leading to a massively altered transcriptome response.

The fact that the possible influence of hypergravity generated by centrifugation techniques on living cells remained undiscovered so far, might also be due to the fact that *GAPDH*, the typical “housekeeping” gene in quantitative PCRs (qRT-PCR) and commonly used at that time to normalize batch-to-batch variations in relation to target gene expression under investigation, belongs to exactly those genes whose expression is extremely robustly stable under altered gravity conditions [39,65,66].

Uncontrolled cell culture conditions can have a huge impact on the validity of results. For example, tumor cell lines in culture are subject to high clonal selection, which is highly sensitive to cell culture conditions [67]. Influencing factors that are not taken into account or controlled have a huge impact on the validity of conclusions drawn from experimental studies, where these aim to approximate physiological or pathophysiological conditions as closely as possible in order to make preclinical conclusions about human diseases and their treatment.

Since we have only tested one cell type in this study, no general conclusions can or should be drawn. Thus, we cannot conclude that all gene expression analyses obtained by previous routine methods reflect a “hypergravity world” and not conditions on Earth. Nevertheless, it must be recommended to carefully study the response of any cell types used for any experiments regarding the hypergravity time and levels applied during cell culture work. This is the only way to avoid, or at least quantify and control, any undesirable influence of hypergravity on the biological system generated by cell culture methods. It is possible that sensitivity as well as adaptive potential and adaptation speed of different cell types differ considerably. Therefore, we recommend internal validation of the centrifugation methods used, with respect to the experimental system and the target and measurement parameters. Since it can be assumed that experimental control groups will be exposed to the identical hypergravity loads as the experiment groups, in the best case, masking of the experimental effect may occur equally in experimental and control groups. In the worst case, different adaptation times after centrifugation, possibly caused by sample handling, or statistical chance alone due to the oscillation of the target parameters in the thermodynamically unstable system cell, lead to false results. Methodically, not only centrifugation but also other procedures such as microfiltration technologies and laminar wash technologies are available for separating cells from the liquid medium. Of course, the cellular influences of these technologies would also have to be carefully characterized.

In this study, the Jurkat T lymphocyte model was used to investigate gene expression response to hypergravity environments acting on human cells either at the systemic (e.g., military aviation or spaceflight), cellular (e.g., acceleration in the blood stream) or experimental level (e.g., cell culture centrifugation). Here, we characterized a rapid, strong, and dynamic biphasic response, that is stronger than previously studied stressors such as inflammation, heat shock, and oxidative stress. We hypothesize that hypergravity induces rapid and strong cellular effects at the level of gene expression regulation, which are not only physiologically relevant but have also received little attention in basic experimental systems (such as centrifugation of cell cultures) so far. From a scientific perspective, it is recommended that gravitational changes always be considered in biological and experimental systems, even if we as acting subjects live and work under the constant presence of the Earth’s gravity [68].

## 4. Materials and Methods

### 4.1. Preparation of Biological Samples

Cell culture samples were prepared as described previously [40]. Jurkat T cells were adjusted to a concentration of 5 × 10^6^ cells/mL without centrifugation. Samples were transferred into sterile 1 mL serological pipettes and centrifuged using a custom-built 9 g pipette centrifuge (KEK, Bad Schmiedeberg, Germany). The centrifuge stop time was 1.08 s (0.97 s–1.21 s min/max), therefore corresponding to 0.03% (60 min time point) up to 5.4% (20 s time point) of the total centrifugation time. Immediately after centrifugation, samples were eluted into RLT buffer. Total RNA was extracted by QIAGEN RNeasy Mini-Kits (Hilden, Germany). Samples were library-prepped with a rRNA depletion library and sequenced in paired end mode, 2 × 100 bp, with minimum 35 million reads.

### 4.2. 300× g Centrifugation and Heat Shock

For the centrifugation study (300× *g* 5 min), 5 mL of 1 × 10^6^ cells/mL Jurkat T cells was used that had not been exposed to centrifugation for 48 h. Four control samples were directly fixed. Three times four samples were centrifuged at 300× *g* for 5 min and fixed after one minute after centrifuge stop (fastest that was realistically possible while keeping experimental standard), after four minutes and after 15 min. The centrifuge stop time was 8.34 s (7.95 s–8.67 s min/max), therefore corresponding to 2.7% (5 min time point) of the total centrifugation time. The four heat shock samples were inserted into a 42 °C water bath under constant rotation to ensure mixing. The temperature curve was previously recorded: After one minute, the liquid was at 40 °C, from then on five minutes of heat exposure was performed before addition of RLT buffer to immediately stop all reactions.

### 4.3. RNA-Seq Pipelines

Canonical RNA-Seq (“regular”), separate quantification of the spliced and the unspliced transcriptome, chromosomal DEG distribution, differential exon usage, transcripts quantification, and stress granules/P bodies analysis were performed as described previously [40].

### 4.4. Principal Component Analysis

DESeq2-normalized counts were processed by the surrogate vector analysis batch effect removal package SVAseq [69]. The analysis identified three surrogate vectors based on sample group identity. These mostly represented sequencing depth, multimapper percentage, deduplication rate, GC content and intron percentage. After removal, the corrected counts were plotted as a PCA plot. This algorithm is supervised, therefore is aware of sample groups and will cluster them. However, the relation of sample groups to each other is not known to the algorithm, and therefore represents possible biological relations.

### 4.5. 3D mapping of Differentially Expressed Genes

Hi-C data from the previous mission 4th Swiss Parabolic Flight Campaign were generated and processed as previously described [39]. A mega map Hi-C map was generated based on all 12 samples. TADs were called with Juicer tools Arrowhead, version 2.20 ([70]. An external data track was used to define LADs, GSE94971. All data were processed as described in the Chrom3D tutorial [42]. 5000 representations of the nucleus with random seed were produced. The plausibility of the generated structures was assessed by clustering chromosomes based on the distance of their centers and angular distances, and by analyzing the average radial distance of chr18 and chr19 (Supplementary Figure S1). The small chromosomes chr16-chr22 clustered together, as expected from our previous work [39]. Additionally, chr18 was located more at the periphery of the nucleus than chr19, as expected from FISH studies on Jurkat T cells [71]. For analysis of gene distribution, all genes were mapped to their associated beads in the models. Expected radial distribution of DEGs was calculated by randomly drawing genes and labelling them as differentially expressed.

### 4.6. Time Course Analysis

Time course analysis was performed with the help of the package TCseq [45]. The number of clustering groups was varied between 2 and 12, 4 was chosen as the best compromise between simplicity and representing a large variety of time courses with at least 100 member genes. Genes that had an FDR-corrected *p* value of below 0.05 for their time courses were included in the analysis.

### 4.7. Coherence Analysis

Coherence between two comparisons defines how likely upregulated genes stay upregulated or downregulated genes stay downregulated. For the upregulated/downregulated genes of two comparisons, the smaller one was chosen. The number of genes that was upregulated/downregulated in the larger one and in the smaller one in parallel was divided by the number of genes in the smaller one (actual). Next the expectation value under the null hypothesis was calculated: If two comparisons were not coherent at all, the actual ratio should be equal to the number of genes in the larger upregulated/downregulated set divided by the total number of genes (expected ratio). Then, the actual ratio was divided by the expected ratio. Under the null hypothesis, this should be 1. If the value is close to 0 this indicates strongly inverted coherence; if it is much larger than 1, this indicates strong coherence.

## Figures and Tables

**Figure 1:**
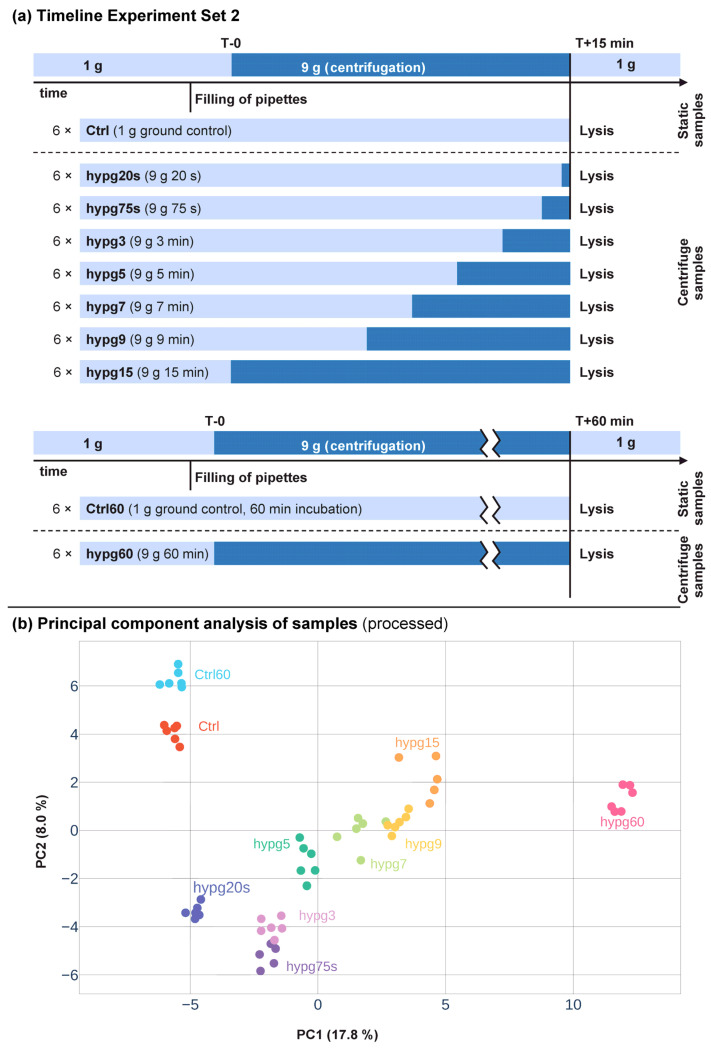
Experiment overview. (**a**) Experiment fixation scheme. The experimental conditions from which samples were acquired are displayed. There were two experimental sets, one with 15 min incubation time, one with 60 min incubation time. For the first set, Jurkat T cells were filled into 1 mL pipettes, incubated for 15 min and then rapidly emerged into RLT lysis buffer. The set contained 8 sample groups, with 6 samples per group each. Ctrl was incubated for 15 min at 1 g gravity, hypg20s was incubated for 14 min 40 s at 1 g gravity and then exposed to 9 g for 20 s on a pipette centrifuge before lysis (indicated in dark blue), hypg75s for 13 min 45 s at 1 g and consequently 75 s at 9 g, hypg3 for 12 min at 1 g and 3 min at 9 g, hypg5 for 10 min at 1 g and 5 min at 9 g, hypg7 for 8 min at 1 g and 7 min at 9 g, hypg9 for 6 min at 1 g and 9 min at 9 g, and hypg15 for 15 min at 9 g. The second set contained the groups Ctrl60 that incubated at 1 g for 60 min and hypg60 that was continuously exposed to 9 g for 60 min. From Figure 2 on, comparisons between the hypg condition and Ctrl, resp. between hypg60 and Ctrl60, are named hypg20 s and so on. (**b**) Principal component analysis of gene counts for all samples. Counts were processed by surrogate variable analysis batch effect removal to exclude sequencing-specific noise and to promote clustering of sample group. Percent of explained variance is given per axis.

**Figure 2:**
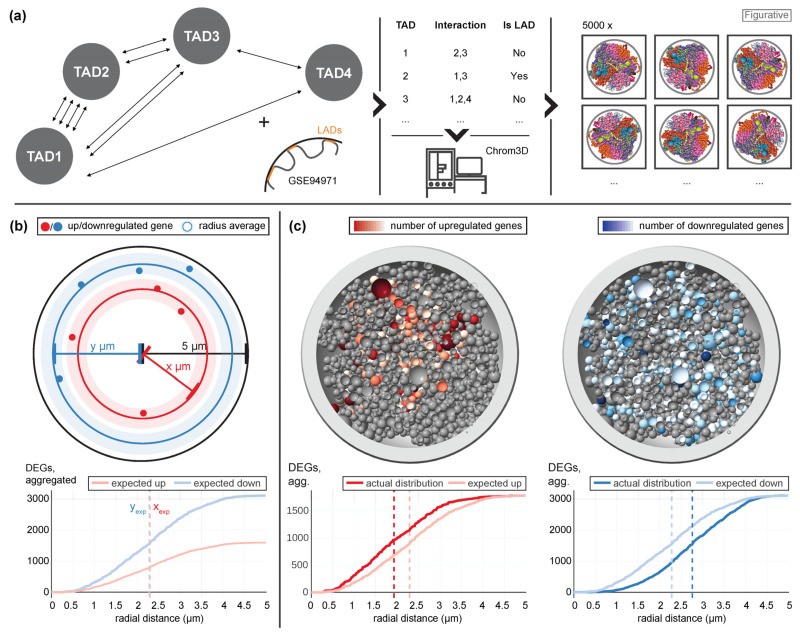
Conceptualization of 3D gene distribution analysis. (**a**) Hi-C sequencing data from the 4th Swiss Parabolic Flight Campaign of Jurkat T cells were used to determine which topology-associated domains (TADs) interacted with each other. Additionally, lamina-associated domains of Jurkat T cells were utilized from the external GSE94971 data set. These two data sets were converted into a table, listing per TAD significantly interacting other TADs (implying proximity) and if this TAD is a LAD (increasing the probability to localize at the more remote parts of the nucleus). From this, the bioinformatic package Chrom3D calculated a set of 5000 potential 3D bead structures of the chromatin that fulfill the conditions from the table. These beads corresponded to TADs or continuous regions without TADs and could carry several genes. Integrity tests on the models can be found in Supplementary Figure S1. (**b**) Example of a 3D gene distribution analysis. For each gene, the radial distance to the nuclear center of the bead where the gene is located was determined. The expected distribution of differentially upregulated and downregulated genes (random drawing of genes from the set of all genes) and the actual distribution was analyzed. The average radius was calculated for the expected and the actual distribution of differentially upregulated/downregulated genes. In the diagram, the expected distributions of upregulated and downregulated genes are shown exemplary for the data set hypg15 of Experiment Set 1. The plot shows the number of differentially expressed genes (DEGs) that had a radial distance smaller or equal to the distance on the horizontal axis. The average distances (dashed lines) were the same for both expected distributions. (**c**) The actual distributions of significantly upregulated and downregulated genes are shown for the same data set as in (**b**). One example model of the generated 5000 models is displayed, the number of significantly upregulated or downregulated genes per bead is indicated by the color scheme. In the diagrams, the average distances of the actual distributions were shifted towards the expected average distances.

**Figure 3:**
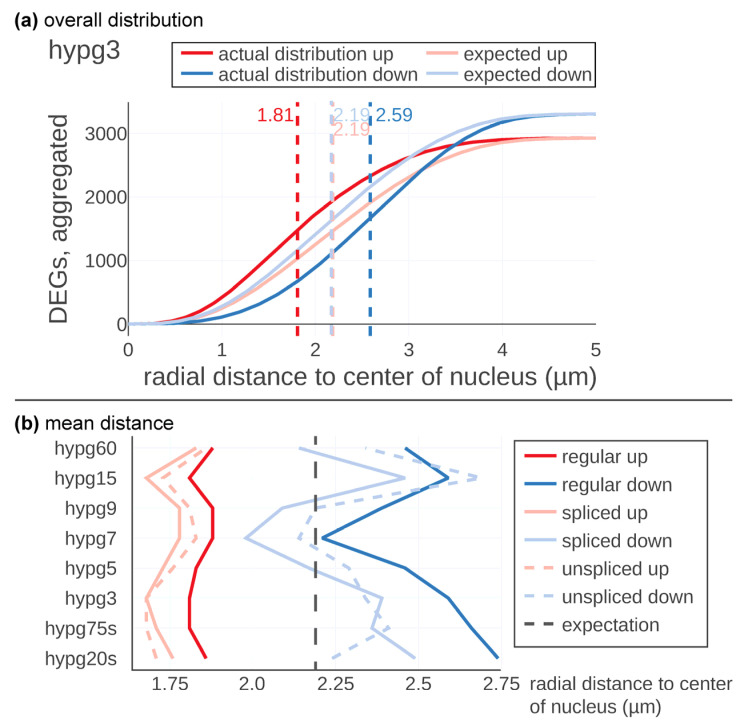
3D gene distribution analysis of Experiment Set 2 data. (**a**) Detailed analysis for one comparison, hypg3. The expected average distance for both significantly upregulated and downregulated genes was 2.19 µm from the center of the nucleus. Upregulated genes tended to localize more in the center with an average of 1.81 µm, downregulated more remote with an average of 2.59 µm. (**b**) Average distance of significantly up- and downregulated genes for all comparisons, for the standard differential expression analysis (regular), and displayed separately for the spliced and unspliced transcriptome.

**Figure 4:**
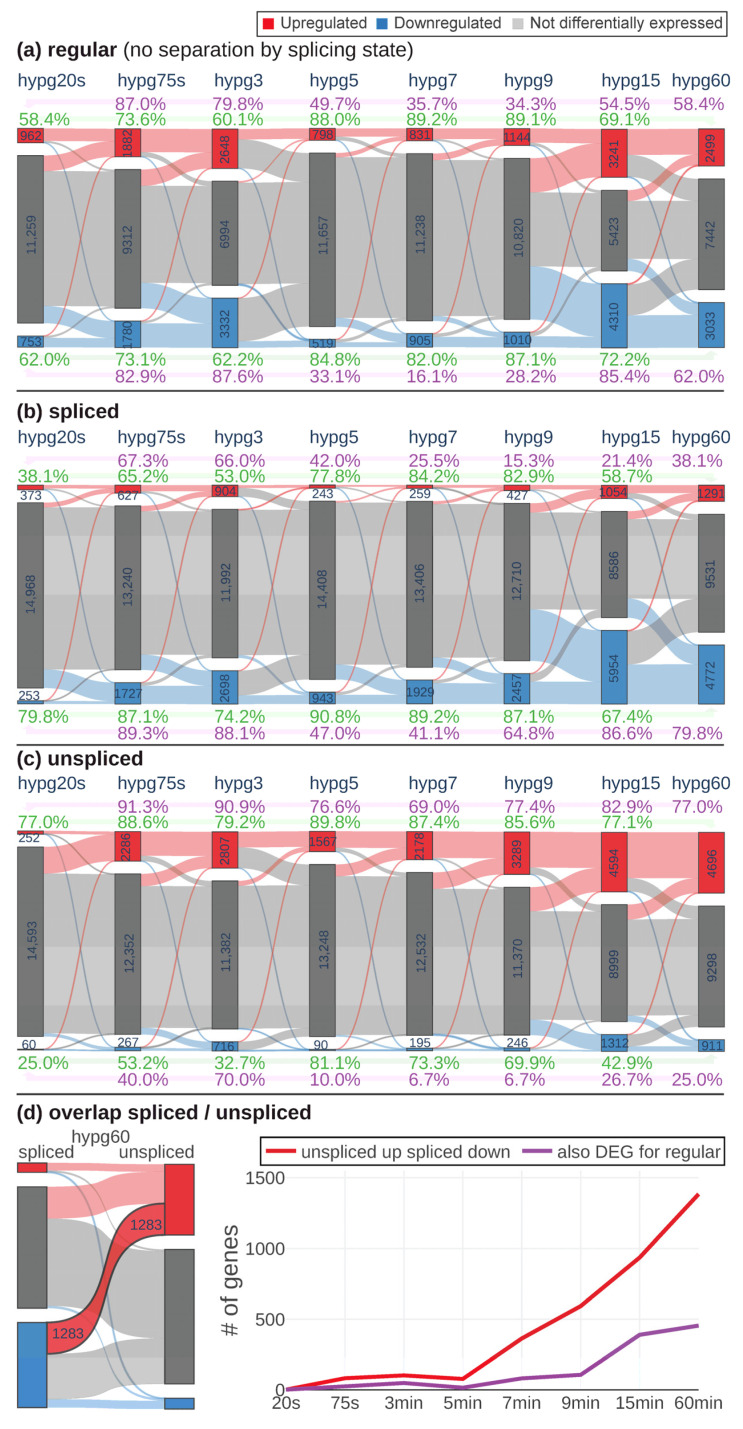
Time course of differential expression. For each comparison, the number of significantly upregulated, downregulated and not differentially expressed genes is given. Flow bars between the comparisons indicate how many genes were regulated in a certain direction in the following comparison. Percent values indicate the coherence of differential gene expression in relation to hypg20s (purple) and hypg60 (green), separately for upregulated (above diagram) and downregulated (below diagram) genes: When comparing DEGs to the DEGs of the reference, it was calculated how many of the genes of the smaller group were differentially expressed in the same direction of the larger group. The overall analysis was performed on the regular transcriptome (**a**), the spliced transcriptome (**b**), and the unspliced transcriptome (**c**). (**d**) Some genes were significantly downregulated in the spliced transcriptome and upregulated in the unspliced, exemplary shown for hypg60. Not all of them were differentially expressed in the regular transcriptome. The number of “unspliced up spliced down” genes is displayed per comparison. Additionally, the fraction of these genes that were also differentially expressed for the regular transcriptome is displayed.

**Figure 5:**
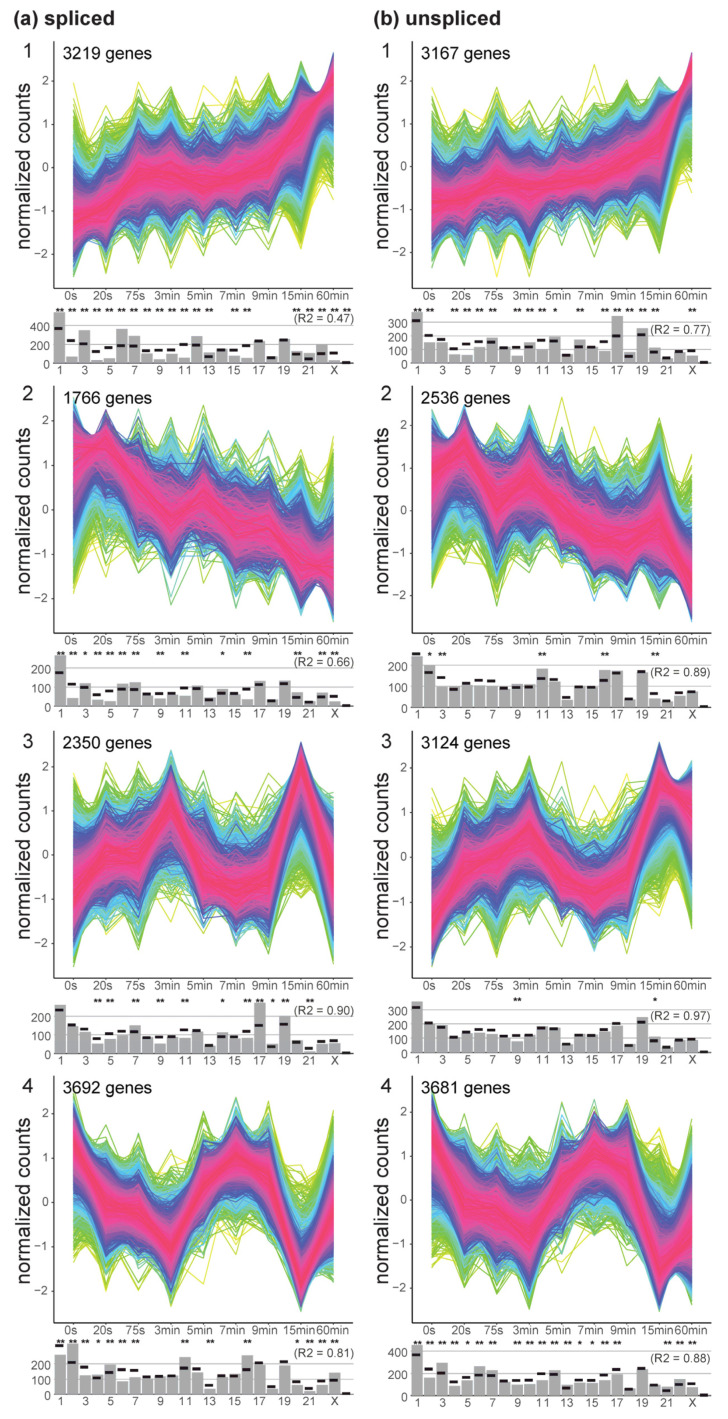
Temporal analysis with time course tool TCseq. Significantly changing normalized gene count courses were clustered into groups. Normalized counts were plotted against all sample groups, ordered by their length. Four groups were selected for the analysis as the best compromise between complexity and homogeneity of groups. For each group (1–4), the density of genes is displayed by a rainbow pattern, with purple/red representing most time courses. The distribution over the chromosomes is given below each group, actual value as a grey bar, expectation by random drawing as black dash. Significant differences (adjusted *p* < 0.01/0.05) in localization are indicated by */**. The correlation coefficient between the expected and the actual number of genes per chromosome was given for each diagram, the smaller the number the larger the deviations from a random distribution. The analysis was separately performed for the spliced (**a**) and unspliced (**b**) transcriptome. Genes that are in time course group 1 for (**a**) are not necessarily in group 2 for (**b**).

**Figure 6:**
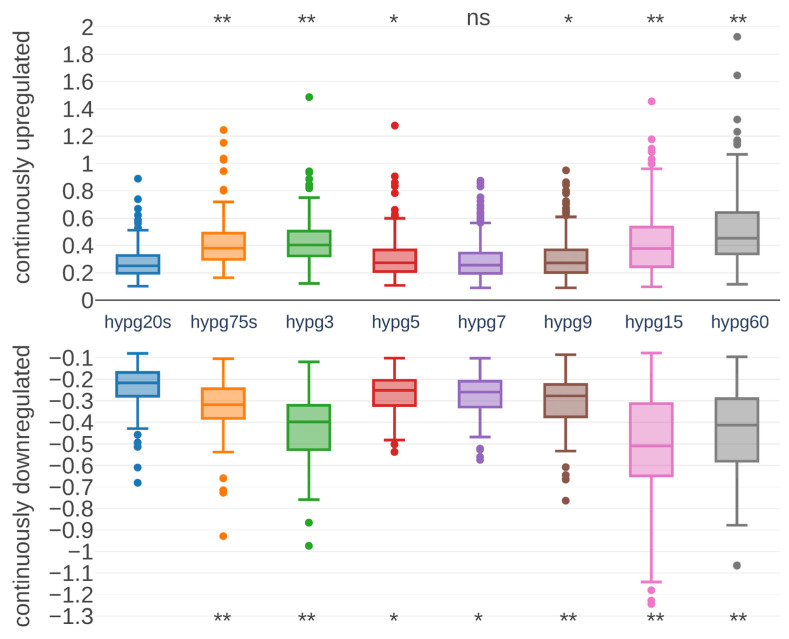
Distribution of fold changes for continuously differentially expressed genes. Genes that had an adjusted *p* value below 0.05 for all comparisons and always showed a positive (upper part of the diagram) or negative (lower part) fold change were selected. The distribution of fold changes on the vertical axis is plotted as a boxplot for each comparison on the horizontal axis. Statistical differences between the hypg20s and later comparisons have been assessed by a *t* test. Significance levels, based on FDR-corrected *p* values, are indicated above/below each comparison (*: *p*-value below 0.05, **: *p*-value below 0.01).

**Figure 7:**
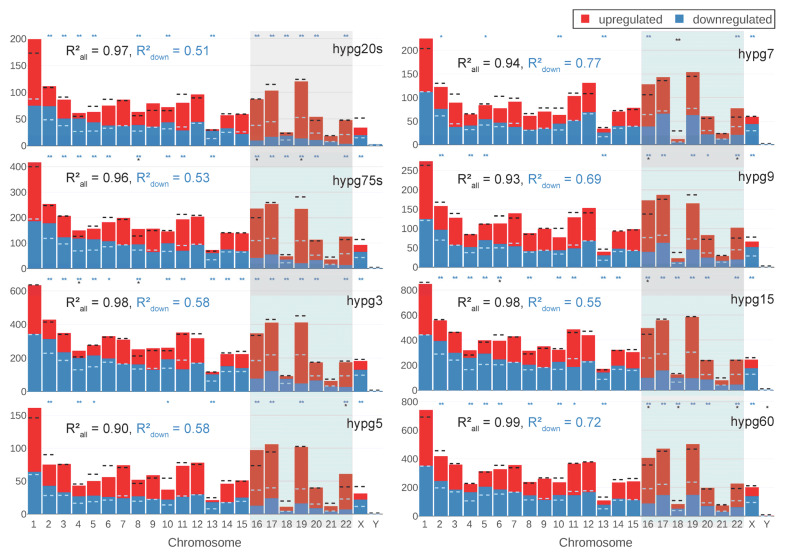
Chromosomal distribution of differential gene expression. Number of differentially upregulated (red) and downregulated (blue) genes per chromosome (horizontal axis) for all comparisons. The expected number of total DEGs per chromosome (based on the fraction of differentially expressed genes for all genes and the number of detected genes per chromosome and assuming a uniform probability of differential expression) is shown as a black dashed line, the expected number of downregulated genes out of up- and downregulated genes is shown as dashed light blue line. If the difference between expectation and actual number of genes was so large that it could not be explained from random distribution, this was indicated above (* for adjusted *p* values < 0.05, ** for below < 0.02), both for absolute number of genes and distribution between up- and downregulation. The correlation coefficient between the expected and the actual number of total DEGs/upregulated genes was given. The closer the correlation coefficient comes to 1, the more the actual number corresponds to the expected number.

**Figure 8:**
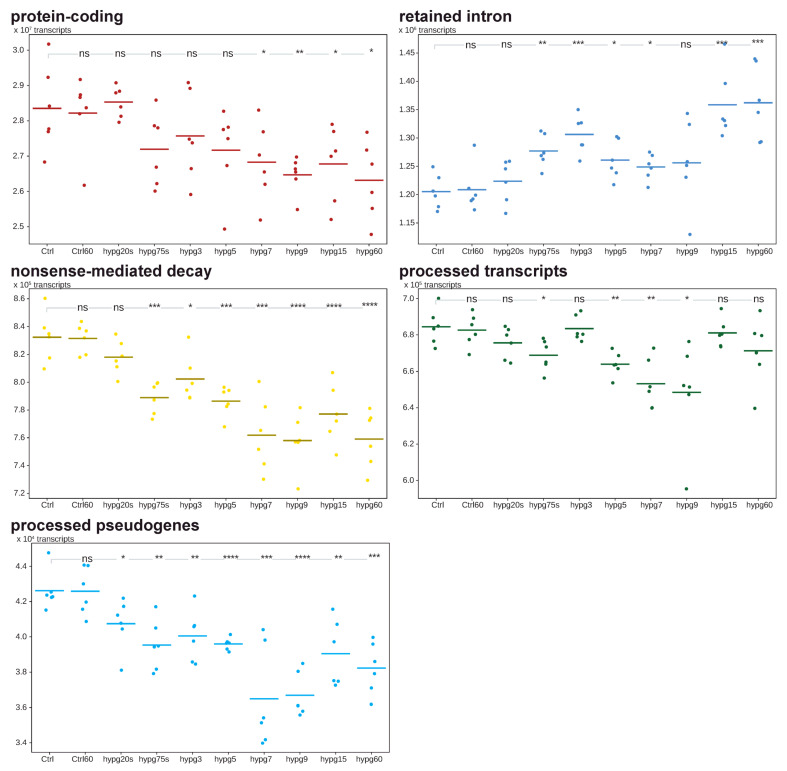
Transcript distribution analysis. The data set was analyzed on the level of transcripts. The aggregated counts of the five most represented biotypes, protein-coding, retained intron, nonsense-mediated decay, processed transcripts (usually lacking an open reading frame) and processed pseudogenes (usually lacking an open reading frame) are shown. The sum of counts is shown for each sample, the averages of sample groups are indicated by dashes. In the top of each diagram, it is indicated if the differences between Ctrl and any other group is significant (* for adjusted *p* < 0.05, ** for adjusted *p* < 0.01, *** for adjusted *p* < 0.001, **** for adjusted *p* < 0.0001, based on Student’s *t* test) or not (ns).

**Figure 9:**
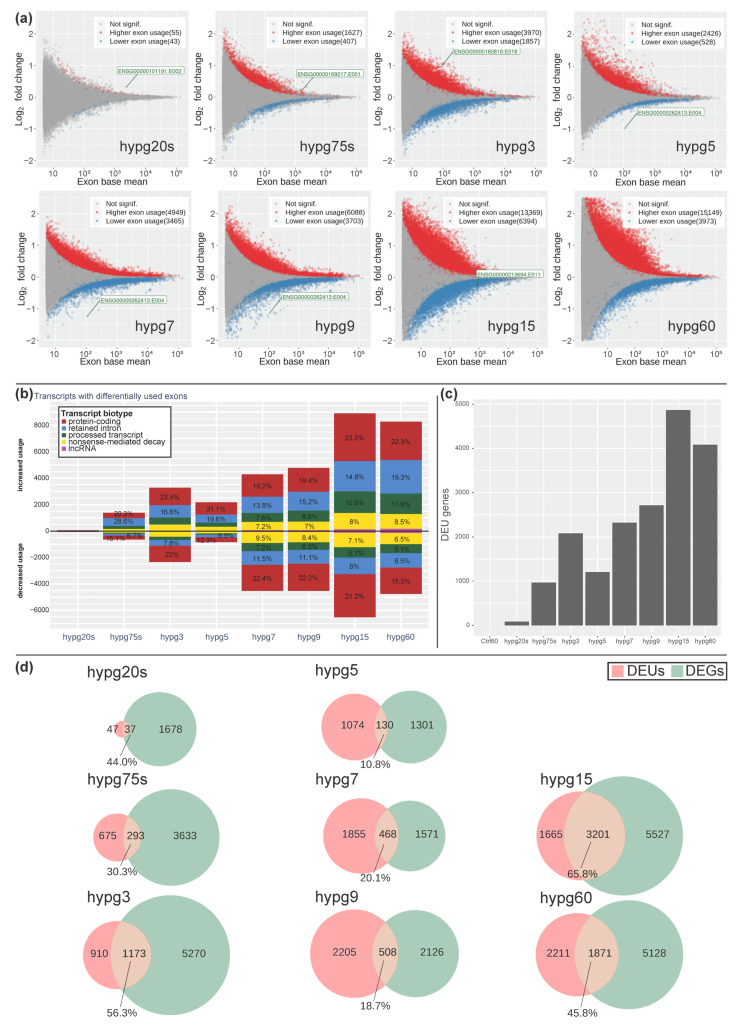
Differential exon usage/splicing dynamics. (**a**) MA plot for fold changes of exons for all comparisons in time. Exons that showed significantly increased (red) or decreased (blue) usage are highlighted.. The exon with the lowest *p* value is highlighted for each comparison. (**b**) The associated transcripts of differential exon usage events. Significantly increased exon usage is given above the zero line, decreased below. The transcripts were categorized by transcript biotype. Alterations in protein-coding exons still leading to translatable transcripts; transcripts with exons flagged as retained introns, processed transcripts and nonsense-mediated decay lead to transcripts that are not translated into proteins or show decreased translation rates and are likely prone to early degradation. (**c**) The number of associated genes with exons that were affected with significant differential exon usage for all comparisons. (**d**) Overlap between genes with differential exon usage (DEU, red) with genes that were differentially expressed (DEG, green). Fraction of overlapping DEU compared to all DEU is indicated in percent. An analysis with DEGs for the spliced and the unspliced transcriptome can be found in Supplementary Figure S2.

**Figure 10:**
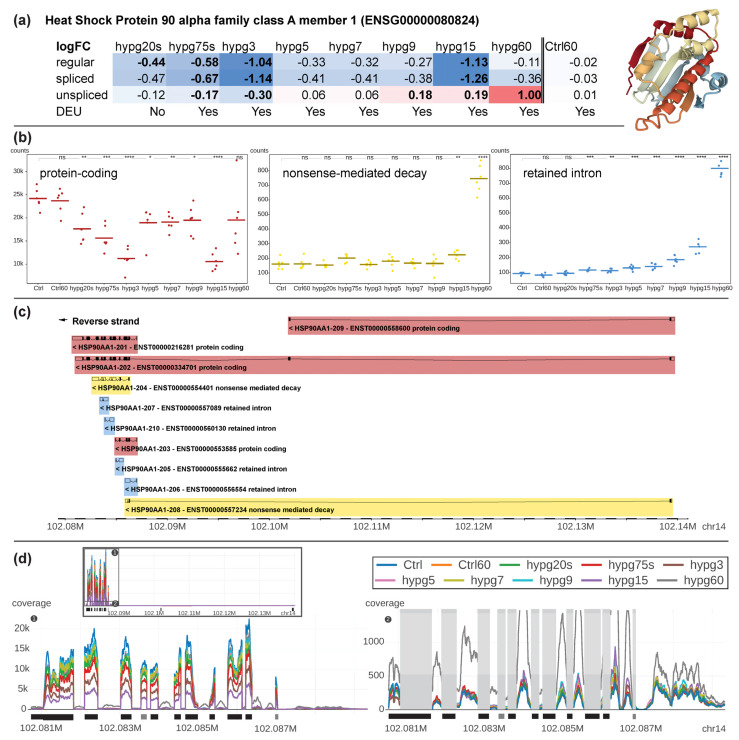
Detailed analysis of *HSP90AA1*, the gene with multiple transcript isoforms that showed the strongest significantly differential expression while having more than 1000 counts in each condition. (**a**) Fold changes for each comparison for the regular, spliced and unspliced transcriptome. The fold change is continuously color-coded, with blue for downregulation, white for no differential expression and red for upregulation. Significant differential expression is indicated by bold font. The protein is displayed, based on PDB structure 1BYQ. (**b**) Transcript counts aggregated by transcript biotype per comparison. Each sample is represented by one point, sample group averages by dashes. Protein-coding contains the summarized counts of transcript variants ENST00000216281, ENST00000334701, ENST00000553585, and ENST00000558600, nonsense-mediated decay of ENST00000554401, and ENST00000557234, and retained intron of ENST00000557089, ENST00000560130, ENST00000555662, and ENST00000556554. (**c**) Distribution and structure of all transcripts of HSP90AA1. The gene is on the reverse strand; therefore, first exons are located on the right. (**d**) Sequencing coverage along the gene on chromosome 14. The upper box shows the entire gene, sub-plots 1 and 2 focus on the first part of the gene that carries most reads. Sub-plot 1 focusses on exonic regions. Sub-plot 2 hides the strongly covered exons (grey boxes) and focusses on the intronic regions. Coverage for different points in time is shown by different colors. Exon location is indicated by black boxes (main exons), the first grey exon corresponds to a nonsense-mediated decay transcript, the second to a retained intron transcript.

**Figure 11:**
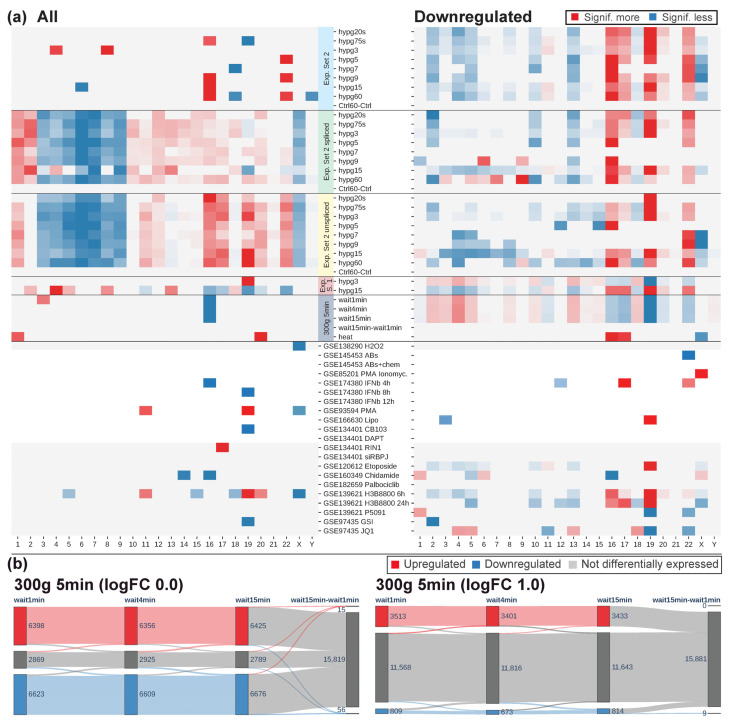
(**a**) Chromosomal distribution analysis of all data sets from Table 1. The same analysis as in Figure 7 was performed. If for a chromosome, the difference between expectation and real distribution was significant (FDR-adjusted *p* value of Fisher’s exact test below 0.05), this was indicated by a blue box if significantly less and a red box if significantly more. The stronger the color, the smaller the *p* value. (**b**) Temporal coherence of the centrifugation study, 5 min centrifugation at 300 *g* with different waiting times: 1 min (as quickly as possible), 4 min, and 15 min. The samples were compared to a control that was not centrifuged, except for a direct comparison between 15 min and 1 min waiting time after 5 min of centrifugation. The analysis was performed at an FDR-corrected *p* value cutoff of <0.05, and a log fold change cutoff of 0.0 and 1.0, respectively.

**Table 1:** Comparison of Experiment Set 2 to other experiments from our group and to all available Jurkat T Cell transcriptome data sets from GEO that are not transfections or knock downs. The utilized data sets were the regular, spliced, and unspliced transcriptome of the Experiment Set 2 data (rRNA depletion sequencing); the previous Experiment Set 1 study with 9 g for 3 min and 15 min (polyA sequencing); the internal centrifugation study with centrifugation at 300× *g* for 5 min in a standard benchtop centrifuge with different waiting times before RNA isolation after centrifugation, and a 5 min 42 °C heat stress data set; and external GEO data sets with accession number and treatment description. Application period of effects is given. Number of differentially expressed genes, both upregulated and downregulated, is given, based on a false discovery rate-adjusted *p* value below 0.05 and no fold change cutoff. Number of up- and downregulated genes is also visualized by bar charts, red for upregulated and blue for downregulated genes. Next, the correlation with hypg20s and hypg60 from Experiment Set 2 regular transcriptome is given, based on how many more of the significantly upregulated (up) or downregulated (down) genes of the smaller group were contained in the larger group, than expected. 1 indicates perfect match with the null hypothesis, that any overlaps between upregulated genes or downregulated genes could be explained by random drawing, much smaller than 1 indicates that much less genes were regulated continuously than expected (color-coded in violet), much larger indicates much more (color-coded in cyan). The columns’ 3D distribution indicates how many µm the average distribution of upregulated/downregulated genes deviated from expectation, based on the methodology from Figure 2. Deviation towards the nuclear center are indicated in green, deviation towards the periphery in yellow.

	Sample Name	Treatment	Effect Time	# of Differential Genes			Correlation—Up		Correlation—Down		3D Distribution	
				Up	Down	Total	hypg20s	hypg60	hypg20s	hypg60	Up	Down
**Exp. Set 2**	hypg20s	Centrifugation 9× *g*	20 s	962	753	1715		3.0		2.7	−0.29	0.48
	hypg75s	Centrifugation 9× *g*	75 s	2096	1830	3926	6.0	3.8	6.0	3.8	−0.33	0.40
	hypg3	Centrifugation 9× *g*	3 min	3001	3442	6443	3.9	3.1	3.4	3.4	−0.34	0.34
	hypg5	Centrifugation 9× *g*	5 min	896	535	1431	6.7	4.4	5.7	4.2	−0.31	0.24
	hypg7	Centrifugation 9× *g*	7 min	1021	1018	2039	4.8	4.6	2.3	4.6	−0.26	0.02
	hypg9	Centrifugation 9× *g*	9 min	1470	1164	2634	3.9	4.6	3.6	4.8	−0.27	0.16
	hypg15	Centrifugation 9× *g*	15 min	4191	4537	8728	2.2	3.2	2.6	3.4	−0.35	0.32
	hypg60	Centrifugation 9× *g*	60 min	3704	3295	6999	3.0		2.7		−0.27	0.21
	Ctrl60-Ctrl	Centrifugation 9× *g*	(60 min)	4	7	11						
**Exp. Set 2 spliced**	hypg20s	Centrifugation 9× *g*	20 s	373	253	626	12.6	3.6	15.5	2.6	−0.36	0.27
	hypg75s	Centrifugation 9× *g*	75 s	657	1753	2410	8.6	4.1	4.2	3.1	−0.43	0.15
	hypg3	Centrifugation 9× *g*	3 min	963	2767	3730	6.8	3.8	3.1	2.7	−0.45	0.17
	hypg5	Centrifugation 9× *g*	5 min	243	943	1186	8.2	4.3	3.5	3.1	−0.39	0.01
	hypg7	Centrifugation 9× *g*	7 min	290	1983	2273	6.7	4.1	1.5	2.7	−0.36	−0.17
	hypg9	Centrifugation 9× *g*	9 min	500	2541	3041	4.2	3.7	2.0	2.8	−0.34	−0.09
	hypg15	Centrifugation 9× *g*	15 min	1323	6353	7676	2.7	3.4	2.0	2.4	−0.47	0.22
	hypg60	Centrifugation 9× *g*	60 min	1855	5012	6867	3.7	4.7	1.7	2.8	−0.33	−0.06
	Ctrl60-Ctrl	Centrifugation 9× *g*	(60 min)	1	7	8						
**Exp. Set 2 unspliced**	hypg20s	Centrifugation 9× *g*	20 s	252	60	312	3.4	2.1			−0.42	0.06
	hypg75s	Centrifugation 9× *g*	75 s	2440	286	2726	2.4	2.1	3.3	2.5	−0.47	0.18
	hypg3	Centrifugation 9× *g*	3 min	3028	766	3794	2.1	1.8	2.5	2.2	−0.47	0.12
	hypg5	Centrifugation 9× *g*	5 min	1629	93	1722	2.5	2.1		2.2	−0.39	0.07
	hypg7	Centrifugation 9× *g*	7 min	2314	222	2536	2.2	2.0	0.9	1.4	−0.34	−0.06
	hypg9	Centrifugation 9× *g*	9 min	3599	294	3893	2.1	2.0	1.0	1.4	−0.37	−0.04
	hypg15	Centrifugation 9× *g*	15 min	5282	1580	6862	1.9	1.8	2.4	2.1	−0.43	0.40
	hypg60	Centrifugation 9× *g*	60 min	5911	1147	7058	1.9	2.1	1.9	2.3	−0.35	0.07
	Ctrl60-Ctrl	Centrifugation 9× *g*	(60 min)	0	0	0						
**Exp. Set 1**	hypg3	Centrifugation 9× *g*	3 min	2464	2593	5057	0.6	1.2	0.1	1.2	0.20	−0.27
	hypg15	Centrifugation 9× *g*	15 min	1844	3230	5074	3.3	2.3	3.0	2.0	−0.30	0.42
**300 *g* 5 min**	wait 1 min	Centrifugation 300× *g*	5 min + 1 min	8043	7030	15,073	0.2	0.8	0.2	1.4	0.28	−0.27
	wait 4 min	Centrifugation 300× *g*	5 min + 4 min	7906	7020	14,926	0.2	0.8	0.2	1.4	0.27	−0.26
	wait 15 min	Centrifugation 300× *g*	5 min + 15 min	8100	7130	15,230	0.2	0.8	0.2	1.4	0.27	−0.25
	wait 15 min–wait 1 min	Centrifugation 300× *g*	5 min + 15 min	15	56	71						0.01
	heat	42 °C	5 min	1279	3719	4998	0.7	3.5	1.1	2.0	−0.21	0.00
**External GEO reference data sets**	GSE138290	2 mM H_2_O_2_	30 min	1023	46	1069	0.7	1.3			−0.02	
	GSE145453	anti CD3/CD28 antibodies	2 h	1081	663	1744	1.7	1.0	0.6	0.8	−0.03	−0.16
	GSE145453	+100 ng/mL chemokines CXCL12 & CCL19	2 h	981	506	1487	2.1	1.2	0.9	1.0	−0.08	−0.07
	GSE85201	activation with 50 mM PMA + 1 µM Ionomycin	5 min	405	379	784	1.0	1.7	0.5	1.1	−0.02	−0.14
	GSE174380	100 IU/mL Interferon IFNb	4 h	246	391	637	0.8	1.1	2.8	1.5	−0.04	0.46
	GSE174380	100 IU/mL Interferon IFNb	8 h	359	98	457	0.7	0.9	1.0	1.2	0.05	−0.01
	GSE174380	100 IU/mL Interferon IFNb	12 h	347	204	551	0.9	1.3	1.7	1.8	0.02	−0.01
	GSE93594	20 ng/mL phorbol ester PMA	48 h	5840	5779	11,619	1.3	1.3	1.3	1.9	−0.03	−0.03
	GSE166630	pEF-GFP transfection with Lipofectamine LTX	24 h	68	88	156	1.1	0.7	4.8	1.4	−0.36	0.60
	GSE134401	NOTCH inhibition with CB-103	8 h	571	397	968	1.2	1.0	1.3	1.5	0.03	−0.02
	GSE134401	NOTCH inhibition with DAPT	8 h	17	29	46						
	GSE134401	NOTCH inhibition with RIN1	8 h	796	644	1440	0.9	1.7	1.9	1.4	−0.17	0.12
	GSE134401	NOTCH inhibition with siRBPJ	48 h	0	3	3						
	GSE120612	10 µM topoisomerase II inhibitor etoposide	4 h	5090	4656	9746	1.4	1.7	1.3	1.5	−0.08	0.08
	GSE160349	2 µM NOTCH inhibitor Chidamide	48 h	5802	4785	10,587	1.3	1.0	1.1	1.9	0.00	−0.05
	GSE182659	1 µM CDK4/6 inhibitor Palbociclib	72 h	2512	2476	4988	1.1	1.0	1.0	1.3	−0.07	−0.02
	GSE139621	30 nM splicing modulator H3B8800	6 h	7173	6674	13,847	1.7	1.5	1.3	1.4	−0.13	0.05
	GSE139621	30 nM splicing modulator H3B8800	24 h	4878	5054	9932	1.8	1.5	1.3	1.7	−0.08	0.02
	GSE139621	10 µM Ubiquitin-spec. prot. 7 inhibitor P5091	24 h	6356	5606	11,962	1.1	0.8	0.8	0.9	0.04	−0.10
	GSE97435	1 µM NOTCH inhibitor GSI	24 h	347	351	698	1.8	1.1	1.3	1.7	0.03	0.03
	GSE97435	500 nM BRD4 histone acetylase inhibitor JQ1	24 h	4291	5145	9436	1.0	1.0	0.7	1.2	0.07	−0.11

## Data Availability

The data sets generated and analyzed during the current study are available in the GEO (Gene Expression Omnibus) repository (www.ncbi.nlm.nih.gov/projects/geo), accession no. GSE221579.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24021351/s1.

## Abbreviations

DEGs	differentially expressed genes
DEU	differential exon usage
FDR	false discovery rate
GEO	Gene Expression Omnibus
Gx	Acceleration force (compared to Earth’s gravity) in x direction
Gz	Acceleration force (compared to Earth’s gravity) in z direction
Hi-C	high-throughput chromatin conformation capture
LADs	lamina associated domains
PMA	Phorbol-12-myristat-13-acetat
TADs	topology associated domains

How the deposited data were processed for this re-analysis (not part of the article)

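RNA from Jurkat T cells was analysed in 80 libraries, of which 60 belong to the 9 g time course (10 groups of 6) and 20 to the 300 g and heat shock experiment (5 groups of 4). The authors deposited a single table of raw counts, made with featureCounts from read pairs on the reverse strand against the Ensembl 104 annotation of GRCh38. Its length column is in another unit, bases, and the authors' program wrote it as the summed exon length of each gene. The table was checked to hold whole numbers only, and every column was assigned to its group by the sample titles. The column names differ from the titles for 3 groups: they read Ctrl plus HEPES for Ctrl60, instant for wait1min and 1min for wait4min. The titles give the same groups as the paper and were followed, and it is open whether Ctrl60 alone contained HEPES. It lists 60663 genes with a usable record, of which 18339 had no count in any library. The record of 1 further gene, ANK2, was broken over 3 lines and was left out. Gene symbols were found for 60462 genes and the GC content of the gene sequence for 58336 genes, from an annotation release other than the one used for counting. Of the 16574 genes with a mean of at least 10 counts, 99.8% had a symbol and 98.6% a GC content.

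Total counts per library ran from 17205655 to 41893490 at 9 g and from 24417717 to 41220541 at 300 g and heat. Intervals of shares are 95% Wilson intervals and cover counting error only, since read pairs without molecular identifiers are not independent molecules and genes are not independent replicates.

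Differential expression was tested in 14 comparisons with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, with TMM normalization and Benjamini-Hochberg adjustment over the genes tested. Each model held only the 2 groups of the comparison. Genes entered when they passed filterByExpr with a minimum count of 10. An adjusted p-value under 0.05 was required throughout, and an absolute log2 fold change above 1 in addition where stated. The paper's text names the comparisons and these thresholds, and refers to an earlier study for its pipeline. The standard error of a log2 fold change was derived from the quasi-likelihood F statistic.

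Coherence was the share of the smaller set of calls found in the larger set with the same sign, and the ratio divided it by the share expected from the size of the larger set among the genes tested in both comparisons. Permanently regulated genes were those called with the same sign in all 8 comparisons of 9 g with 1 g. Their change per library was the median log2 difference from the mean of the control libraries after adding 0.5 CPM. Groups of 6 libraries were compared with two-sided exact permutation tests over all splits. Chromosomes were compared with Fisher's exact test, and over bins of GC content, exon length or mean expression, 10 each, with the Mantel-Haenszel odds ratio. Observed and expected numbers per chromosome were related by Spearman's rho with 100000 permutations. Principal components used DESeq2 1.42.0 size factors and 3 surrogate variables from sva 3.50.0, removed with limma 3.58.1. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 served for the remaining steps.

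Genes to be named were chosen by a rule fixed before the data were examined. It takes HSP90AA1 and GAPDH, and for 9 g the 3 upregulated and 3 downregulated genes with the largest mean change among those called in all 8 comparisons with a mean of at least 10 CPM. For 300 g it takes the 3 upregulated and 3 downregulated genes with the largest mean change over the waiting times, a mean of at least 10 CPM and no overlap between control and centrifuged libraries, and for heat shock the 3 largest changes in each direction with a mean of at least 10 CPM. For 300 g and heat shock this mean also counts libraries outside the comparison, so that PEX3 lay below 10 CPM both in the control and after heat shock. It also takes every gene past both thresholds between wait15min and wait1min, up to 15, and the list HSPA1A, HSPA1B, DNAJB1, HSPH1, FOS, EGR1, JUN and IER2.

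Alternatives to this processing were no filter on low counts, normalization by total counts only or by RLE factors, the Wald test of DESeq2, all groups of an experiment in a single model, 3 surrogate variables as covariates (9 g), and leaving out each library in turn (300 g and heat). Further alternatives removed a smooth curve (lowess, span 0.3) of each library's log2 counts (prior count 2) against GC content or against exon length as an offset of the model. For the principal components, they were no removal of surrogate variables and the 500 genes of largest variance. Leaving out library 75 of hypg15, alone, with the GC correction or with no surrogate variables removed, was added after seeing the data, because this library has no counts beyond the start of chromosome 3 up to chromosome 9 and on X, Y and MT. The spliced and unspliced transcriptomes, the H2O2 treatment and the other experiments compared in the paper are not analysed here.

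The procedure was tested on simulated data with the library sizes and the spread of the deposited libraries, in which 200 of 14988 genes tested were changed at 6 libraries per group. Of genes changed 2-fold, 95% were called, of those changed less 74%, and 5.6% of the calls were false. With a GC bias added to 1 group, 7411 genes were called, 97.7% of them false, and with the GC correction 180 genes were called, 7.2% of them false. At 4 libraries per group without bias, 93.9% of the genes changed 2-fold were called, and 7.1% of the calls were false. Each gene was drawn independently, so apart from the added GC bias no variation shared by many genes was simulated. Other splits of the deposited Ctrl60 and Ctrl libraries called up to 4674 genes, with a median of 0. The shares of false calls in the simulation may therefore not hold for the deposited libraries.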

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

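The tests of HSP90AA1, HSPA1B, DNAJB1, the silent gene families and the depth of library 75 in this part were chosen only after the result was seen.

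Within each group, the highest and the lowest library were compared with the others by Dixon's test for total counts, detected genes, shares of counts and the CPM of the named genes. Of 265 groups of values, 23 had a library far from the others, where about 13 are given by chance. The values of a library are not independent of one another. No biological explanation was tested for a single library that differs from others of its group, since the design gives none.

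Library 75 of hypg15 had 0% of its counts on chromosomes 4 to 9, X, Y and MT, where the other 5 hypg15 libraries had 27.8% to 29.5%, and it had 16343 genes with a count against 23696 to 24992. Low depth was tested as an explanation. Outside chromosome 3 and the empty chromosomes the library had 17077301 counts, within the 15250672 to 17600247 of the others, so its depth there was not lower and low depth does not account for the empty chromosomes. In the order in which the annotation lists the chromosomes as text, the empty ones follow one another, so a candidate explanation is that its alignment or counting ended before the last chromosomes. This was not tested further, because the reads are not analysed here. The results at hypg15 depend on this library.

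Total counts stood out for library 2 of Ctrl, with 27314458 against 33857227 to 36083081, and for library 51 of the 300 g control, with 41220541 against 28665290 to 29673121. The latter also had 26196 genes with a count against 25205 to 25343. More genes reach a count at a higher depth, and TMM normalization takes the totals into account. Library 43 of hypg60 had 28.5636% of its counts on chromosomes 4 to 9, X, Y and MT (others 29.1% to 29.3%), and library 12 of Ctrl60 had 4.949% on RN7SL1 (others 5.49% to 5.74%).

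Among named genes at 9 g, library 29 of hypg5 had 405.24 CPM of HSP90AA1 (others 641 to 739) and library 26 of hypg5 had 10.61 CPM of TTC34 (others 11.8 to 12.5). Library 24 of hypg75s had 30.69 CPM of MIRLET7BHG (others 23.9 to 26.0) and library 80 of hypg15 had 19.65 CPM of NECAB3 (others 14.5 to 16.0). Library 3 of Ctrl had 27.23 CPM of ZCRB1 (others 21.1 to 22.3) and 151.32 CPM of IFI16 (others 121 to 127). Library 34 of hypg7 had 20.49 CPM of ZCRB1 (others 13.9 to 15.8). Library 44 of hypg60 had 25.49 CPM of CKAP2 (others 13.9 to 17.3), 116.83 CPM of IFI16 (others 47.5 to 67.1) and 160.98 CPM of HSPH1 (others 88.6 to 108). Library 47 of hypg60 had 2.4 CPM of HSPA1A (others 1.35 to 1.60). Library 3 and library 44 stood out for more than 1 downregulated gene, and no technical explanation was tested for them.

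In the 300 g and heat experiment, library 54 of wait1min had 1839.94 CPM of HSP90AA1 (others 1502 to 1539) and 3308.06 CPM of GAPDH (others 2809 to 2876). Library 56 of wait1min had 21.11 CPM of RN7SL4P (others 26.7 to 27.6), library 67 of heat had 36.73 CPM of ENSG00000262202 (others 32.5 to 32.7), and library 52 of the control had 4.33 CPM of ENSG00000253190 (others 3.13 to 3.23). No technical explanation was tested for these.

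HSP90AA1 differed between time points at 9 g. Its log2 difference from Ctrl was −1.07 ± 0.33 (SD, n = 6) at hypg3 and −0.32 ± 0.13 at hypg7, which differ by −0.76 (exact permutation test, p = 0.0022, the smallest possible, lower in 6 of 6 libraries). With the GC correction the changes were −0.92 at hypg3 and −0.31 at hypg7, so GC content does not fully account for the difference. At hypg15, the other group with library numbers from 69 to 80, the change was −1.06. The difference between hypg3 and hypg7 may therefore be due to the time at 9 g or to this block of library numbers, and the 2 cannot be told apart.

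HSPA1B rose at hypg60 by 2.68 ± 0.17 (log2, SD, n = 6) and at hypg9 by 0.12 ± 0.16, a difference of 2.56 (exact permutation test, p = 0.0022, the smallest possible, apart in 6 of 6 libraries). DNAJB1 changed by 1.46 ± 0.06 at hypg60 and −0.12 ± 0.08 at hypg9, a difference of 1.58 with the same p and all 6 libraries apart. Reads moved between the paralogs HSPA1A and HSPA1B would lower one as the other rises, but HSPA1A rose by 2.61 too. HSPA1B still rose by 2.62 with the GC correction. Induction of these heat shock genes between 9 and 60 min at 9 g is a biological hypothesis that the tests run leave open. HSPA1B had 11.37 CPM in Ctrl and 12.87 in Ctrl60 against 83.14 at hypg60, and DNAJB1 had 149.95 and 175.08 against 480.96, so the choice of control does not account for the rise. At hypg15 DNAJB1 had 185.75 CPM and HSPA1B at most 19.61 CPM, so most of the rise lay between hypg15 and hypg60. The libraries of hypg15 carry the other block of library numbers. Handling apart from the 9 g exposure was not tested.

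Genes of families taken to be silent in T cells (olfactory receptors, keratin-associated proteins and taste receptors, 522 genes) took 0.0349 ± 0.0037 counts per kb of exon and 1e6 counts (SD, 12 libraries, 0.0292 to 0.0414) after 300 g. In the control they took 0.0091 ± 0.0010 (SD, n = 4) and after heat shock 0.0091. The paper does not report on these genes. The measure is scaled to depth, and it was 3.86 times that of the control, so the depth of the libraries does not account for it. Spread evenly over all exons, this signal would make up 0.547% of the counts after 300 g and 0.142% in the control. A candidate explanation is a low level of reads spread over the genome, from genomic DNA or unprocessed RNA, in the centrifuged libraries. The effect of such a level on the number of differentially expressed genes is given among the other observations.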

How the results depend on the processing

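No test in this part was chosen only after the result was seen, but the settings that leave out library 75 were added after seeing the data. The main processing, its thresholds and all other alternatives were chosen before the data were examined.

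Across the alternatives, the odds ratio for upregulation on chromosomes 16 to 22 stayed above 1 with p under 0.05 in the 8 comparisons at 9 g (from 1.27 at hypg15 with the GC correction to 10.02 at hypg9 with 3 surrogate variables) and below 1 at the 3 waiting times (0.35 to 0.84). The ratios of coherence among the 9 g comparisons stayed above 1, from 1.21 for upregulated genes of hypg15 with hypg20s (without library 75, GC correction) to 25.97 for downregulated genes of hypg5 with hypg20s (all groups in one model). The ratios of the waiting times with hypg20s stayed below 1, from 0.13 to 0.85. With RLE factors, 142 results and 132 values of named genes apart from HSP90AA1 kept their direction and their side of the threshold, and 1 result (rho at hypg5) did not. No paired analysis was possible because the groups share no replicate numbers. For each change below, the cause was not tested.

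With 3 surrogate variables (9 g), downregulated genes went from 1384 to 543 at hypg20s, from 2348 to 3785 at hypg75s, from 276 to 3650 at hypg5, from 1017 to 4354 at hypg7, from 1366 to 5037 at hypg9, from 2412 to 6723 at hypg15, from 2125 to 5962 at hypg60 and from 1 to 26 for Ctrl60 against Ctrl. Upregulated genes went from 1074 to 708 at hypg20s, from 705 to 1286 at hypg5 and from 1 to 8 for Ctrl60 against Ctrl. Permanently regulated genes went from 122 to 200 (upregulated) and from 48 to 242 (downregulated), with 91 and 24 shared. The share of upregulated genes was 56.6% at hypg20s, 40.1% at hypg75s, 26.1% at hypg5, 26.1% at hypg7, 28.3% at hypg9, 34.2% at hypg15, 35.0% at hypg60 and 23.5% for Ctrl60, against 43.7%, 53.8%, 71.9%, 51.8%, 57.5%, 52.8%, 56.8% and 50.0%. Spearman's rho of downregulated genes per chromosome at hypg5 rose from 0.38 to 0.86. The median of permanently upregulated genes was 0.23 at hypg5, 0.22 at hypg7 and 0.34 at hypg75s, against 0.28, 0.25 and 0.40. HSP90AA1 passed the threshold at hypg5 (−0.43) and hypg60 (−0.47). GAPDH changed sign for Ctrl60 (0.01), hypg20s (−0.02), hypg60 (0.05), hypg7 (0.01) and hypg9 (0.04). The ratio of downregulated genes fell below 1 for heat with hypg20s (0.97 against 1.32) and for wait4min and wait15min with hypg60 (0.88 and 0.88 against 1.02), and passed the threshold for wait1min (0.86 against 0.97).

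With the GC correction, downregulated genes went to 794 at hypg20s, 2197 at hypg3 (from 3945), 1041 at hypg5, 1873 at hypg7, 2392 at hypg9, 1167 at hypg15 and 7 for Ctrl60, and upregulated genes to 1248 at hypg15 (from 2694) and 2 for Ctrl60. Permanently upregulated genes went to 49 and downregulated genes to 66, of which 16 were among the 48 of the main processing. Medians of permanently regulated genes in each setting are over the genes called in that setting. Past a log2 fold change of 1, upregulated genes went from 3975 to 1897, from 3853 to 1860 and from 3905 to 1952 over the waiting times. The share of upregulated genes was 55.1% at hypg20s, 48.9% at hypg5 and 22.2% for Ctrl60. The median of permanently downregulated genes was −0.33 at hypg15, −0.31 at hypg3 and −0.25 at hypg75s (from −0.57, −0.49 and −0.35), and that of upregulated genes 0.54 at hypg60, 0.30 at hypg7 and 0.36 at hypg75s (from 0.44, 0.25 and 0.40). HSP90AA1 passed the threshold at hypg5 (−0.30, adjusted p = 0.046, where the alternatives ranged from 0.0024 to 0.24, edgeR and DESeq2). GAPDH changed sign at hypg15 (−0.14), hypg20s (−0.03) and hypg3 (−0.07), HSPH1 at wait1min (−0.07), wait4min (−0.06) and wait15min (−0.11), and JUN there (0.30, 0.29 and 0.28). The odds ratio of heat on chromosomes 16 to 22 fell from 1.31 to 0.98, and within GC bins to 1.02 without passing the threshold. With hypg60, the ratios at wait1min, wait4min and wait15min were 1.35, 1.36 and 1.37 for upregulated genes (from 0.83, 0.85 and 0.87) and 1.55, 1.56 and 1.57 for downregulated genes (from 0.97, 1.02 and 1.02). Taken gene by gene, the log2 fold change shifted by a median of 0.11 at the waiting times, while the median over genes went from 0.01 to −0.03.

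With all groups in one model, downregulated genes went to 168 at hypg20s, 745 at hypg75s, 1851 at hypg3, 534 at hypg7, 592 at hypg9, 3890 at hypg15, 2 for Ctrl60, 4027 for heat (from 1691) and 59 for wait15min against wait1min (from 24). Upregulated genes went to 510 at hypg20s, 1459 at hypg75s (from 2738), 1079 at hypg9 (from 1849), 0 for Ctrl60 (183 at an unadjusted p under 0.05) and 4 for wait15min against wait1min (from 2). Permanently downregulated genes went to 13, and genes down past a log2 fold change of 1 for wait15min against wait1min from 4 to 9. The share of upregulated genes was 75.2% at hypg20s, 66.2% at hypg75s, 54.4% at hypg3 (from 41.0%), 0.0% for Ctrl60 and 26.6% for heat (from 51.1%). HSP90AA1 no longer passed the threshold at hypg20s (−0.45), hypg7 (−0.32) and hypg9 (−0.26), and GAPDH changed sign for heat (−0.03). The median of permanently downregulated genes was −0.34 at hypg15 and −0.30 at hypg60 (from −0.49). The ratio of downregulated genes no longer passed the threshold for heat with hypg20s (1.21), and with hypg60 it was 1.13, 1.16 and 1.15 at the waiting times, past the threshold.

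With normalization by total counts only, downregulated genes went to 908 at hypg9, 375 at hypg15, 5 for Ctrl60 and 38 for wait15min against wait1min, and upregulated genes to 1120 at hypg5, 1720 at hypg7 (from 1091), 1122 at hypg15, 2 for Ctrl60 and 5 for wait15min against wait1min. Permanently regulated genes went to 75 and 10. Past a log2 fold change of 1, downregulated genes went from 796 to 112, from 697 to 173 and from 833 to 213 over the waiting times. The share of upregulated genes was 67.3% at hypg7, 73.6% at hypg9, 74.9% at hypg15, 69.6% at hypg60, 28.6% for Ctrl60, 62.0%, 63.0% and 63.0% at the waiting times and 65.8% for heat. The median of all genes shifted by 0.24, 0.26 and 0.26 at the waiting times, and relative to this shift JUN fell. HSP90AA1 did not pass the threshold at hypg9 (−0.22). JUN changed sign at the waiting times (0.06, 0.10 and 0.08), GAPDH for wait15min against wait1min (0.01) and IER2 for heat (0.02). The median of permanently downregulated genes was −0.63 at hypg3, −0.68 at hypg60, −0.32 at hypg7 and −0.41 at hypg75s, and that of upregulated genes 0.54 at hypg15, 0.31 at hypg7 and 0.34 at hypg9. The ratio of downregulated genes with hypg60 was 1.39, 1.47 and 1.49 at the waiting times.

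With no filter, downregulated genes went to 156 at hypg5 and 256 for wait15min against wait1min, and upregulated genes to 409 at hypg5, 1749 at hypg15 and 22 for wait15min against wait1min. Permanently regulated genes went to 61 and 27, all among those called with the filter. Past a log2 fold change of 1, downregulated genes went to 1405, 1273 and 1457 at the waiting times, and for wait15min against wait1min to 2 upregulated (from 0, where 4 had an unadjusted p under 0.05) and 10 downregulated genes. The share of upregulated genes was 32.2% at hypg20s. The median of permanently downregulated genes was −0.62 at hypg3 and −0.40 at hypg75s, and that of upregulated genes 0.33 at hypg5, 0.32 at hypg7, 0.45 at hypg75s and 0.34 at hypg9. With hypg60 the ratios at the waiting times were 1.09, 1.11 and 1.13 for upregulated and 1.46, 1.51 and 1.51 for downregulated genes, and the ratio of upregulated genes for heat with hypg20s was 0.93, no longer past the threshold.

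With DESeq2, there were 510 downregulated genes at hypg5, 6 for Ctrl60 and 42 for wait15min against wait1min, 2 upregulated genes for Ctrl60 and 87 permanently downregulated genes. The share of upregulated genes was 58.1% at hypg5, 45.7% at hypg9 and 25.0% for Ctrl60. The ratio of downregulated genes with hypg60 was 1.18, 1.26 and 1.25 at the waiting times, and that of upregulated genes for heat with hypg20s was 0.92. With the length correction, the median of permanently upregulated genes was 0.51 at hypg15 and 0.49 at hypg3, the share of upregulated genes 53.2% at hypg3 and 63.7% at hypg15, the ratio of downregulated genes with hypg60 0.80, 0.84 and 0.84 at the waiting times, and that of upregulated genes for heat with hypg20s 1.01. With RLE factors rho at hypg5 was 0.46 and with DESeq2 0.43, and as the square of Pearson's r that correlation was 0.26, each past the threshold. With the GC correction rho at hypg5 was 0.93, with all groups in one model 0.86 and with total counts only 0.49, also past it. With no filter (0.40) and the length correction (0.37) it was not. At hypg75s, rho no longer passed with total counts only (0.38, permutation test, p = 0.07).

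On the principal components, PC1 held 21.9% of the variance with the 500 genes of largest variance, and 76.24% with no surrogate variables removed, where rho with time was 0.40. Without library 75 PC1 held 13.37%, and with no surrogate variables removed as well 21.4%, with rho 0.38, while PC2 then held 13.12% with rho 0.92. With surrogate variables removed, rho of PC1 without library 75 was 0.98. Without library 75 there were 4437 downregulated genes at hypg15 and 76 permanently downregulated genes. With the GC correction in addition, at hypg15 only, GAPDH changed sign there (−0.12). Permanently upregulated genes were then 102, of which 67 were among the 122 of the main processing. Their median was 0.33 at hypg5, 0.55 at hypg60 and 0.29 at hypg7. These medians are over another set of genes and do not show an effect of the correction at these time points.

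Across the 8 fits per comparison that each left out 1 library of the 300 g and heat experiment, the odds ratio of heat on chromosomes 16 to 22 was 1.14 to 1.56, and its ratio of downregulated genes with hypg20s 1.14 to 2.00. The ratio of downregulated genes with hypg60 was 0.96 to 1.02 for wait1min and 1.02 to 1.05 for wait4min. For wait15min against wait1min there were 10 to 35 downregulated and 1 to 3 upregulated genes, and past a log2 fold change of 1 these were 1 to 9 and 0 to 1. IER2 for heat was −0.04 to 0.01, and GAPDH for wait15min against wait1min −0.03 to 0.04.

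Values of other named genes changed side of the threshold as follows: 4 weaker and 1 stronger with 3 surrogate variables, 6 weaker and 7 stronger with the GC correction, 9 weaker and 1 stronger with all groups in one model, 3 weaker and 2 stronger with total counts only, 2 weaker with DESeq2, 3 weaker and 4 stronger with the length correction, and 1 stronger with no filter. Values of HSP90AA1 are not among these. Leaving out 1 library of the 300 g and heat experiment made at most 4 values of named genes weaker and at most 2 stronger in any fit.

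Depth limits hypg15 most, with a median of 24449190.5 counts and library 75 empty on 9 chromosomes and sequences, and it limits genes near the filter such as HSPA1A at 2.4 CPM or less in hypg60. The models of the 300 g and heat comparisons had no setting with surrogate variables, and in the ratios of these comparisons given above only the 9 g calls had them. No value was given for correlations over chromosomes in comparisons with fewer than 100 calls. All settings chosen beforehand were run.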

Differences from the paper's values

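The count over splits of the libraries in this part was chosen only after the result was seen, and the settings without library 75 were chosen after seeing the values. Values of the paper are from its Table 1 and text unless a figure is named. A gap is called closed where the value lies within 1.5 times the paper's, which can leave a large part of the difference.

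The number of downregulated genes at hypg20s was 1384, against the paper's 753. Among the alternatives set before the data were examined, it was within 1.5 times the paper's value with normalization by total counts only (1030), the GC correction (794) and 3 surrogate variables (543), and not with no filter (1633), RLE factors (1412), the length correction (1460), DESeq2 (1736) or all groups in one model (168).

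At hypg5 it was 276, against the paper's 535. DESeq2 (510) closed the gap, and no filter (156), total counts only (269), RLE factors (331), the GC correction (1041), the length correction (329), all groups in one model (188) and 3 surrogate variables (3650) did not.

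At hypg15, 2694 genes were upregulated, against the paper's 4191. The length correction (3157), all groups in one model (3415) and 3 surrogate variables (3494) closed the gap, and no filter (1749), total counts only (1122), RLE factors (2362), the GC correction (1248) and DESeq2 (2701) did not. Leaving out library 75 (4040), alone or with the GC correction (3009), closed it as well, and both were chosen after seeing the values.

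Downregulated genes at hypg15 were 2412, against the paper's 4537. DESeq2 (3112), all groups in one model (3890) and 3 surrogate variables (6723) closed the gap, and no filter (2041), total counts only (375), RLE factors (2624), the GC correction (1167) and the length correction (1802) did not. Leaving out library 75 (4437), chosen after seeing the values, closed it, and with the GC correction in addition (2906) it stayed open.

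At hypg60, 2125 genes were downregulated, against the paper's 3295. The GC correction (3159) and DESeq2 (2506) closed the gap in this sense, RLE factors (2224) and the length correction (2236) came within 1.5 times the paper's value with most of the difference left, and no filter (2135), total counts only (1471), all groups in one model (1868) and 3 surrogate variables (5962) did not.

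Ctrl60 against Ctrl gave 1 upregulated and 1 downregulated gene, against the paper's 4 and 7. For upregulated genes none of the alternatives set before the data were examined closed the gap (no filter 1, total counts only 2, RLE factors 1, GC correction 2, length correction 1, DESeq2 2, all groups in one model 0 with 183 at an unadjusted p under 0.05, 3 surrogate variables 8). For downregulated genes, total counts only (5), the GC correction (7) and DESeq2 (6) closed it, and no filter (1), RLE factors (1), the length correction (1), all groups in one model (2) and 3 surrogate variables (26) did not.

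For wait15min against wait1min, 2 genes were upregulated, against the paper's 15. No filter (22) closed the gap, and total counts only (5), RLE factors (2), the GC correction (3), the length correction (3), DESeq2 (3) and all groups in one model (4) did not. Downregulated genes were 24, against the paper's 56. Total counts only (38), DESeq2 (42) and all groups in one model (59) closed the gap, and no filter (256), RLE factors (27), the GC correction (22) and the length correction (24) did not. Past a log2 fold change of 1, there were 4 downregulated genes, against the paper's about 9 in Fig. 11b, read by eye. No filter (10) and all groups in one model (9) closed the gap, and total counts only, RLE factors, the GC correction and the length correction (4 each) and DESeq2 (5) did not.

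Heat shock gave 1691 downregulated genes, against the paper's 3719. All groups in one model (4027) closed the gap, and no filter (1975), total counts only (1173), RLE factors (1749), the GC correction (2008), the length correction (1626) and DESeq2 (1700) did not.

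The ratio of downregulated genes between hypg5 and hypg60 was 6.31, against the paper's 4.2. RLE factors (5.94), the GC correction (4.03), the length correction (6.06) and DESeq2 (5.28) closed the gap, and no filter (12.74), total counts only (8.67), all groups in one model (7.56) and 3 surrogate variables (2.65) did not.

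Permanently upregulated genes were 122, against the paper's 214. Among the alternatives set before the data were examined, 3 surrogate variables (200) closed the gap, and no filter (61), total counts only (75), RLE factors (103), the GC correction (49), the length correction (141), DESeq2 (120) and all groups in one model (112) did not. Leaving out library 75 (171), chosen after seeing the values, closed it, and with the GC correction in addition (102) it stayed open. Permanently downregulated genes were 48, against the paper's 87. The GC correction (66, with 16 of them among the 48) and DESeq2 (87, with 47 of them) closed the gap in number. So did leaving out library 75 (76, with 47 of them), chosen after seeing the values. No filter (27), total counts only (10), RLE factors (55), the length correction (56), all groups in one model (13) and 3 surrogate variables (242) did not, nor did leaving out library 75 with the GC correction (50).

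The square of Pearson's r between observed and expected downregulated genes per chromosome was 0.35 at hypg75s, against the paper's about 0.53 in Fig. 7, read by eye. No filter (0.49), RLE factors (0.42), the length correction (0.40), DESeq2 (0.47), all groups in one model (0.61) and 3 surrogate variables (0.44) closed the gap, and total counts only (0.30) and the GC correction (0.89) did not. At hypg5 it was 0.26, against the paper's about 0.58 in Fig. 7, read by eye. RLE factors (0.41), DESeq2 (0.40), all groups in one model (0.71) and 3 surrogate variables (0.71) closed the gap, and no filter (0.34), total counts only (0.33), the GC correction (0.89) and the length correction (0.23) did not. For all differentially expressed genes at hypg15 it was 0.52, against the paper's about 0.98 in Fig. 7, read by eye. All groups in one model (0.74) and 3 surrogate variables (0.95) closed the gap, as did leaving out library 75 (0.98), alone or with the GC correction, chosen after seeing the values. No filter (0.46), total counts only (0.49), RLE factors (0.51), the GC correction (0.50), the length correction (0.53) and DESeq2 (0.54) did not.

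PC2 held 5.1% of the variance, against the paper's about 8.0% in Fig. 1b, read by eye. The 500 genes of largest variance (6.23%) closed the gap, and no removal of surrogate variables (5.06%) did not. Leaving out library 75 (4.91%), alone or with no surrogate variables removed (13.12%), both chosen after seeing the values, did not close it either.

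The paper states that the largest number of differentially expressed genes at 9 g was found at hypg15. In the main processing hypg3 had more (6685 against 5106). With all groups in one model (7305 against 4057 at hypg3) and with 3 surrogate variables (10217 against 7845) hypg15 had the most, as it did without library 75 (8477), which was chosen after seeing the values. With the GC correction hypg60 had the most (6498), with 2415 at hypg15, and 5915 there without library 75. With no filter, total counts only, RLE factors, the length correction and DESeq2 it was hypg3 (5813, 6986, 6844, 6970 and 6595).

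The paper states that HSP90AA1 was not differentially expressed from hypg5 to hypg9. It was called at hypg7 (−0.32, adjusted p = 0.0055, edgeR) and hypg9 (−0.26, adjusted p = 0.046, edgeR). With all groups in one model it was not called at hypg5, hypg7 or hypg9 (adjusted p = 0.24, 0.21 and 0.3), and with total counts only not at hypg5 or hypg9 (adjusted p = 0.17 and 0.11).

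The paper states that the fold change of permanently upregulated genes peaked at hypg3 before it fell. The median was 0.40 at hypg75s and 0.38 at hypg3, while the mean over libraries was 0.37 at hypg75s and 0.40 at hypg3, and no difference between them was shown (exact permutation test, p = 0.387). The median was higher at hypg3 with total counts only, RLE factors, the length correction, DESeq2 and all groups in one model, and not with no filter, the GC correction or 3 surrogate variables. In the paper, the lean of chromosomes 16 to 22 towards upregulation was lost at hypg7 and hypg9, and the odds ratios there were 2.30 and 2.39. Over splits of the libraries, the difference of the mean log2 fold change between these and the other chromosomes was as large in 21 of 100 for hypg7 and in 3 of 100 for hypg9, the real split included, so at hypg7 it is not distinguishable from other splits.

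The paper states that heat shock was skewed towards downregulation. Of the calls, 51.1% were upregulated, and with all groups in one model 26.6% were. With DESeq2 the share was 44.5% and with total counts only 65.8%. It lay between 49.7% (RLE factors) and 53.1% (length correction) with the remaining alternatives. In the paper's Table 1 the ratios of downregulated genes between the waiting times and hypg60 lie above expectation. The ratios were 0.97, 1.02 and 1.02, and above expectation with the GC correction (1.55, 1.56 and 1.57), no filter (1.46, 1.51 and 1.51), total counts only (1.39, 1.47 and 1.49), DESeq2 (1.18, 1.26 and 1.25) and all groups in one model (1.13, 1.16 and 1.15). They were below expectation with the length correction (0.80, 0.84 and 0.84) and 3 surrogate variables (0.86, 0.88 and 0.88), and at expectation with RLE factors (0.96, 1.00 and 1.01).

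The paper states that the number of differentially expressed genes per chromosome deviated less than the skew between upregulated and downregulated genes. This order was found in the other 9 g comparisons, while at hypg15 the number deviated on 22 chromosomes and the skew on 14.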

Other observations

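In this part, all counts over other splits of the libraries and the test of GC content for the number at hypg3 were chosen only after the result was seen, and some limits behind the other tests were set after their values were seen.

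The libraries of each 9 g comparison were split in other ways into 6 and 6, with 100 of the 462 possible splits drawn and the real one included. As many differentially expressed genes as in the real split were found in 2 of the 100 splits for hypg20s. For hypg75s, hypg3, hypg5, hypg7, hypg9, hypg15 and hypg60 it was 1 of 100 each, the real split itself, and without library 75 it was also 1 of 100 for hypg15. For Ctrl60 against Ctrl, 6 of 100 splits gave at least its 2 genes, so that number is not distinguishable from other splits. Other splits gave up to 4293 genes for hypg20s, 4815 for hypg3 and 4674 for Ctrl60 against Ctrl, so some splits of the libraries without regard to the group also give large numbers. With 4 against 4 libraries there are 35 splits. For wait1min, wait4min, wait15min, wait15min against wait1min and heat, 1 of 35 gave as many genes, the real one, and past a log2 fold change of 1 it was again 1 of 35 for the 3 waiting times and for wait15min against wait1min.

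The difference of the mean log2 fold change between chromosomes 16 to 22 and the others was as large in 3 of 100 splits for hypg20s, 1 for hypg75s, 1 for hypg3, 4 for hypg5, 21 for hypg7, 3 for hypg9 and 4 for hypg60, and in 1 of 35 splits for wait1min. At hypg7 it is thus not distinguishable from other splits of the libraries.

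The lean of chromosomes 16 to 22 towards upregulation at 9 g was compared within bins. Within bins of exon length the median odds ratio over the 8 comparisons was 3.86, so exon length does not account for it. Within bins of GC content the median was 1.66. The lean is smaller there but still present, so a part of it may reflect the GC content of the genes, and the remainder cannot be told apart from GC effects within bins. In splits of the Ctrl and Ctrl60 libraries, which hold no 9 g library, the absolute correlation of the log2 fold change with GC content reached 0.543, with a median of 0.347. Correlations up to that size can thus arise without 9 g, and those at hypg20s (0.592), hypg75s (0.561), hypg3 (0.675) and hypg15 (0.657) were higher. Among the splits of each comparison's own libraries, one as large was found in 13 of 100 for hypg20s, 14 for hypg75s and 14 for hypg3. For hypg15 it was 5 of 100, and 13 of 100 without library 75, the real split included each time. A split that divides the groups unevenly keeps part of their difference, and a rank correlation need not shrink with it. For wait1min, other splits called 0 genes and still reached a correlation of 0.699, against 0.6855 in the real split. These counts therefore cannot decide whether the correlations at hypg20s, hypg75s, hypg3 and hypg15 exceed what other splits give.

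At hypg3, 4202 genes were differentially expressed with the GC correction and 6685 without it. Of the upregulated genes, 1211 of 2740 were shared, and of the downregulated genes 1505 of 3945. The number at hypg3 is thus not fully explained by GC content, while its rank among the time points depends on the correction. A correction of this kind also removes a biological difference that runs along GC content, if there is one.

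The larger numbers at hypg3 and hypg15 than at the time points between and around them were set against the library numbers, since these 2 groups carry the numbers 69 to 80 and the other 9 g groups 1 to 48. Their departures from the neighbouring time points had a Pearson's r of 0.66 across 15672 genes without library 75 (Spearman's rho 0.69), and genes are not independent replicates. Both departures also rose with GC content across genes, with Spearman's rho of 0.603 at hypg3 and 0.693 at hypg15. A shared batch, a shared response or a shared relation to GC content could each give the correlation between the departures. The peaks at hypg3 and hypg15 thus cannot be told apart from the block of library numbers.

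Control libraries shared between comparisons could raise the coherence. The 6 control libraries were therefore divided into 3 and 3. With separate controls the median ratio with hypg20s over the comparisons was 7.56 for upregulated and 5.77 for downregulated genes, against 8.46 and 7.50 with the same controls. For downregulated genes this median is over 5 comparisons, without hypg5, which had too few calls. In single divisions the ratio of downregulated genes with separate controls was as low as 0.5128 at hypg7 and 0.5859 at hypg9. Shared controls thus do not account for the coherence in the median, while for downregulated genes at hypg7 and hypg9 it depends on which controls are used.

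Several technical explanations were tested for the large number of differentially expressed genes after 300 g. Across genes, Spearman's rho of the log2 fold change at wait1min was 0.16 with exon length, too low to decide, and −0.686 with GC content. GC content may therefore contribute. With the GC correction 6000 upregulated and 6691 downregulated genes were called at wait1min, so the number is not fully explained by GC content. After subtraction of an even background of reads, estimated from the silent gene families, 13800 of 16780 genes tested were called, against 13986 of 17155 before it. An even background of this size thus does not account for the number. Without the 10 genes of the highest counts 13972 genes were called, but TMM normalization already sets such genes aside, so this says little about a few genes with most of the counts. The share of RN7SL1 was 3.63% to 3.96% of the counts in the control and 1.35% to 1.83% after 300 g. Waiting at 1 g without centrifugation was not part of the design, and the order of library numbers follows the groups, so the number cannot be told apart from effects of handling.

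Genes of the list fixed beforehand also changed in comparisons to which the paper attaches no statement on them. HSPA1B had a log2 fold change of −0.78, −0.81 and −0.78 and DNAJB1 of −0.94, −0.93 and −1.03 over the 3 waiting times after 300 g, IER2 of −0.93, −0.87 and −0.92, and EGR1 of −0.49, −0.52 and −0.48. HSPH1 had 1.07, 1.04 and 0.99, and it was negative with the GC correction (−0.07, −0.06 and −0.11). JUN had −0.18, −0.16 and −0.18, and it was positive with the GC correction (0.30, 0.29 and 0.28) and with total counts only (0.06, 0.10 and 0.08). FOS had 0.46, 0.44 and 0.19 (adjusted p = 0.062, 0.079 and 0.43, edgeR). At hypg60, EGR1 was lower than in Ctrl60 by 0.83, with 10.11 CPM against 18.01, but Ctrl had 8.08 CPM and the other 9 g groups 5.24 to 9.06, so the difference goes with a high value in Ctrl60. HSPH1 had 0.28 at hypg60 (adjusted p = 0.13, edgeR). At the earlier 9 g time points its mean lay below the 88.37 CPM of Ctrl, from 49.98 CPM at hypg3 to 71.8 CPM at hypg7. JUN had 22.27 CPM at hypg75s and 15.08 CPM at hypg15 against 15.88 CPM in Ctrl. After heat shock, FOS rose by 0.78 (adjusted p = 0.009, edgeR) and JUN by 0.39 (adjusted p = 0.0014, edgeR).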
